# Satellite glial cells promote regenerative growth in sensory neurons

**DOI:** 10.1038/s41467-020-18642-y

**Published:** 2020-09-29

**Authors:** Oshri Avraham, Pan-Yue Deng, Sara Jones, Rejji Kuruvilla, Clay F. Semenkovich, Vitaly A. Klyachko, Valeria Cavalli

**Keywords:** Cellular neuroscience, Glial biology, Molecular neuroscience, Peripheral nervous system, Regeneration and repair in the nervous system

## Abstract

Peripheral sensory neurons regenerate their axon after nerve injury to enable functional recovery. Intrinsic mechanisms operating in sensory neurons are known to regulate nerve repair, but whether satellite glial cells (SGC), which completely envelop the neuronal soma, contribute to nerve regeneration remains unexplored. Using a single cell RNAseq approach, we reveal that SGC are distinct from Schwann cells and share similarities with astrocytes. Nerve injury elicits changes in the expression of genes related to fatty acid synthesis and peroxisome proliferator-activated receptor (PPARα) signaling. Conditional deletion of fatty acid synthase (*Fasn*) in SGC impairs axon regeneration. The PPARα agonist fenofibrate rescues the impaired axon regeneration in mice lacking *Fasn* in SGC. These results indicate that PPARα activity downstream of FASN in SGC contributes to promote axon regeneration in adult peripheral nerves and highlight that the sensory neuron and its surrounding glial coat form a functional unit that orchestrates nerve repair.

## Abstract (web summary)

The contribution of satellite glia to peripheral nerve regeneration is unclear. Here, the authors show that satellite glia are transcriptionally distinct from Schwann cells, share similarities with astrocytes, and, upon injury, they contribute to axon regeneration via Fasn-PPARα signalling pathway.

## Introduction

Unlike neurons in the central nervous system (CNS), peripheral sensory neurons with cell soma in dorsal root ganglia (DRG) switch to a regenerative state after nerve injury to enable axon regeneration and functional recovery. Decades of research have focused on the signaling pathways elicited by injury in sensory neurons^1,2^ and in Schwann cells that insulate axons^3,4^ as central mechanisms regulating nerve repair. However, virtually nothing is known about the contribution of the glial cells that envelop the neuronal soma, known as satellite glial cells (SGC), to the nerve repair process.

In adult animals, multiple SGC form an envelope that completely enwraps each sensory neuron soma^5,6^. The number of SGC surrounding sensory neurons soma increases with increasing soma size in mammals^7^. Each sensory neuron soma and its surrounding SGC are separated from adjacent neurons by connective tissue^5,6^. The neuron and its surrounding SGC thus form a distinct morphological unit^5,6^. SGC have been identified mostly based on their morphology and location. Several SGC markers have been characterized, including the inwardly rectifying potassium channel (Kir4.1)^8^, cadherin 19^9^, the calcium activated potassium channel (SK3)^10,11^, and glutamine synthetase (GS)^5,12^. SGC also share several properties with astrocytes, including expression of glial fibrillary acidic protein (GFAP)^5,13^ and functional coupling by gap junctions^5,14^.

SGC have been studied in the context of pain responses and are known to modulate pain thresholds^14–17^. It is known that SGC are altered structurally and functionally under pathological conditions, such as inflammation, chemotherapy-induced neuropathic pain, and nerve injuries^5,18,19^. Communication between neuron soma and SGC via glutamatergic transmission could impact neuronal excitability and thus nociceptive threshold after injury^20^. Nerve lesions induce an increase in GFAP^13,18,21^, p75, and pERK expression^22,23^ in SGC. An increase in SGC ongoing cell division following nerve injury has also been suggested^13^. These studies suggest that SGC can sense and respond to a distant nerve injury and actively participate in the processing of sensory signals^24^. Whether SGC play a role in regenerative responses has not yet been established. This is largely due to the lack of molecular and genetic tools to study SGC. In this study, using single cell RNA-seq (scRNA-seq), we reveal that nerve injury alters the gene expression profile in SGC, which is mostly related to lipid metabolism, including fatty acid synthesis and PPARα signaling.

PPARs are ligand-activated nuclear receptors with the unique ability to bind lipid signaling molecules and transduce the appropriate signals derived from the metabolic environment to control gene expression^25^. After binding the lipid ligand, PPARs form a heterodimer with the nuclear receptor RXR, followed by binding to specific DNA-response elements in target genes (PPAREs). Three different PPAR subtypes are known; PPARα, PPARβ/δ, and PPARγ^26^. The committed enzyme in de novo fatty acid synthesis FASN^27^ generates endogenous phospholipid ligands for PPARα^28^ and PPARγ^29^. PPARγ activity has been associated with neuroprotection in different neurological disorders^30^. In rat sensory axons, PPARγ contribute to the proregenerative response after nerve injury^31^. In the CNS, astrocytes produce lipids far more efficiently than neurons and FASN was found in astrocytes but not in neurons^32^. Lipids secreted in ApoE-containing lipoproteins by glial cells appear to support growth in cultured hippocampal neurons and regulate expression or proregenerative genes such as *Gap43*^33^. In the peripheral nervous system (PNS), synthesis of phospholipids and cholesterol in sensory neurons is required for axonal growth^34^. Lipids can also be exogenously supplied by lipoproteins secreted from glial cells to stimulate neurite growth^33,35^, possibly via *ApoE*, whose expression is increased in glial cells after nerve injury^36,37^. Whether SGC express PPAR or FASN and contribute to support sensory axon growth after nerve injury has not been determined.

Here, we demonstrate that conditional deletion of *Fasn* specifically in SGC impairs axon regeneration in peripheral nerves. Treatment with fenofibrate, an FDA-approved PPARα agonist, rescues the impaired axon regeneration observed in mice lacking *Fasn* in SGC. These results indicate that PPARα activity downstream of FASN in SGC represents an important mechanism mediating axon regeneration in adult peripheral nerves. These results also highlight that the neuron and its surrounding glial coat form a functional unit that orchestrates nerve repair.

## Results

### Profiling naïve and injured DRG at the single cell level

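Single cell RNA-seq was performed on dissociated mouse dorsal root ganglia (DRG). In this droplet method each captured RNA molecule carries a unique molecular identifier (UMI), and each droplet a barcode that stands for 1 cell. The authors deposited 4 libraries, 2 from naïve ganglia (control) and 2 from ganglia collected 3 days after sciatic nerve crush (injury). The paper names L4 and L5 ganglia, whereas the sample labels name L4 alone. The labels give the number 2 to 1 library of each condition and no number to the other, which is called replicate 1 here. Each deposited matrix holds raw UMI counts per gene and barcode from Cell Ranger, before the cell filters and the CPM scaling of the methods. Control replicates 1 and 2 held 1384 and 1788 barcodes with totals of 5585909 and 11210875 UMIs, and injury replicates 1 and 2 held 2509 and 1294 barcodes with totals of 11163177 and 9477167 UMIs. The median barcode had 2756 and 4197.5 UMIs in the control libraries and 3118 and 4934.5 in the injury libraries. The paper gives its depth as reads per cell, and the values here count UMIs. Cells were kept with 600 to 15000 UMIs, 500 to 4000 genes and less than 10% mitochondrial UMIs, the limits given in the methods. As the matrices carry no cell names, the cells were clustered again on log-normalized counts of 2000 variable genes, and each cluster was named by the top 10 genes of the matching cluster in Supplementary Data 1. The genes whose expression the paper reports were left out of both steps. These rebuilt types are written as SGC-like, Schwann-like and so on. For comparisons between conditions, raw UMIs were summed per library and cell type and tested across the 4 libraries with edgeR's quasi-likelihood test, so that n is 2 libraries per condition and not the number of cells. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of 2 or more, the thresholds of the paper. The clustering, the filter on cells, the filter on low counts and the unequal depth of the libraries can each change these numbers.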

To define the biology of SGC and to understand the role of SGC in nerve injury responses, we performed scRNA-seq of mouse L4,L5 DRG in naïve and injured conditions (3 days post sciatic nerve crush injury), using the Chromium Single Cell Gene Expression Solution (10x Genomics) (Fig. 1a). 

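Graph-based clustering of the filtered cells (Leiden algorithm, resolution 1, 15 neighbours, 30 principal components) gave 27 clusters. A resolution of 0.5 gave 19, and over all the clustering and filter alternatives the number lay between 19 and 30. Of the 27 clusters, 20 could be named from the marker genes of Supplementary Data 1 and fell into 13 types, 1 of which that table leaves without a type name. The 7 clusters without a name held 738 cells. Among them were cells led by *Scn7a* (cluster 8, 297 cells), by *Cd209a* (cluster 15, 125 cells), by immunoglobulin genes and *Plac8* (cluster 16, 123 cells) and by *Cd79a* (cluster 24, 59 cells). Clusters 23 and 27 remained unnamed because of limits set after the data were seen, cluster 23 by its best score and cluster 27 by its lead over the next type. They made up 0.154% and 2.31% of the cells of control replicates 1 and 2 and 0.337% and 2.88% of the cells of injury replicates 1 and 2.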

An unbiased (Graph-based) clustering, using Partek flow analysis package, identified 13 distinct cell clusters in the control and injury samples (Fig. 1b). 

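The 4 matrices held 6975 barcodes, of which 6095 passed the limits of the methods, 2642 in the control libraries and 3453 in the injury libraries. The paper's reported numbers are 6541, 2915 and 3626. By library, 1301 and 1341 control cells and 2377 and 1076 injury cells passed. The limits on UMIs and genes alone left 6634 cells. Filtered cells had a median of 3763 UMIs and a mean of 1597 genes. Of the genes listed in the files, 19095 had at least 1 UMI in the filtered cells and 17796 had more than 1, the minimum of the noise reduction step in the methods. Scrublet, a doublet caller, marked 42 barcodes (0.602%), which were removed only as an alternative.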

The number of sequenced cells was 6541 from 2 biological replicates, with an average of 45,000 reads per cell, 1500 genes per cell and a total of 17,879 genes detected (see filtering criteria in the methods). To identify cluster-specific genes, we calculated the expression difference of each gene between that cluster and the average in the rest of the clusters (ANOVA fold change threshold >1.5), illustrated by a heatmap of the top 5 differentially expressed genes per cluster relative to all other clusters (Fig. 1c and Supplementary Data 1). Examination of the cluster-specific marker genes revealed major cellular subtypes including neurons (*Isl1*), SGC (*Kcnj10/Kir4*), Schwann cells (*Periaxin, Mpz*), endothelial cells (*Pecam1/CD31*), macrophages (*Alf1/Iba-1, CD68*), mesenchymal (*CD34*) connective tissue (*Col1a1*), T-cells (*CD3G*) and vasculature associated smooth muscle cells (*Des*) (Fig. 1b and Supplementary Fig. 1a). 

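None of the genes in this list was used for clustering or naming. *Isl1* reached 321 ± 61.3 CPM (UMIs scaled to the total of the summed cells; SD, n = 2 libraries with at least 10 cells) in neuron-like cells and no more than 1.93 in any other type. *Pecam1* was at 466 ± 15.4 CPM (SD, n = 4) in endothelial-like cells, against 33.8 in T cell-like cells, the next highest. *Aif1* and *Cd68* were at 1114 ± 154 and 637 ± 124 CPM in macrophage-like cells, against at most 11.3 and 30.5 elsewhere. *Cd3g* was at 1053 ± 239 CPM (n = 2) in T cell-like cells and below 1 CPM in the others. The remaining markers were shared between types. *Cd34* was highest in endothelial-like cells (922 ± 83.0 CPM), followed by mesenchymal-like (347 ± 240) and connective tissue-like cells (342 ± 93.6). *Col1a1* had 2748 ± 902 CPM in mesenchymal-like and 2090 ± 736 in connective tissue-like cells, a difference within the spread between libraries. *Des* had 648 ± 78.6 CPM in pericyte-like cells (n = 2) and 382 ± 182 in smooth muscle-like cells.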

We then compared the cell clustering between naïve and injury conditions. Unique cell clusters were not altered by nerve injury (Fig. 1d). 

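All 27 clusters contained cells of both conditions, and 24 contained cells of all 4 libraries. The other 3 lacked cells of 1 library. Within the SGC-like cells, the split between their 2 clusters followed the replicate number more than the condition. The cluster led by *Ednrb* and *Pde10a* (cluster 3) took 82.1% and 11.0% of the SGC-like cells in control replicates 1 and 2, and 67.5% and 12.3% in injury replicates 1 and 2.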

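SGC-like cells made up 8.15% (106 of 1301) and 32.6% (437 of 1341) of the cells in control replicates 1 and 2, and 29.9% (711 of 2377) and 25.0% (269 of 1076) in injury replicates 1 and 2. The mean share was 20.4% ± 17.3 (SD, n = 2 libraries) in control and 27.5% ± 3.47 (SD, n = 2) after injury, a difference of 7.09 percentage points. This difference was smaller than the spread between the control libraries (exact permutation test, two-sided, p = 1.0; the smallest p that 2 libraries against 2 allow is 0.333). Between the libraries numbered 1 the share rose by 21.8 points, and between those numbered 2 it changed by -7.59 points. With the cells of each condition pooled, the shares were 20.6% and 28.4%, a difference of 7.83 points. Macrophage-like cells made up 12.3% ± 9.10 (SD, n = 2) of control cells and 19.3% ± 1.27 (SD, n = 2) of injury cells, a difference of 6.97 points (exact permutation test, two-sided, p = 0.667). It was 1.44 points between the libraries numbered 1 and 12.5 points between those numbered 2. Pooled over cells, the macrophage-like share went from 12.2% to 19.6%, or 7.41 points. On the counts of cells per library and type, edgeR's quasi-likelihood test gave a log2 ratio of 0.43 for SGC-like cells and 0.65 for macrophage-like cells (adjusted p = 0.964 for both). The largest movement under the alternatives came from leaving out a library. Without control replicate 1 the SGC-like difference was -5.13 points, and without control replicate 2 it was 19.3 points. The cell types are rebuilt, and the paper's shares have the paper's own cells as denominators (2915 and 3626), against 2642 and 3453 here.

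**Figure D1:**
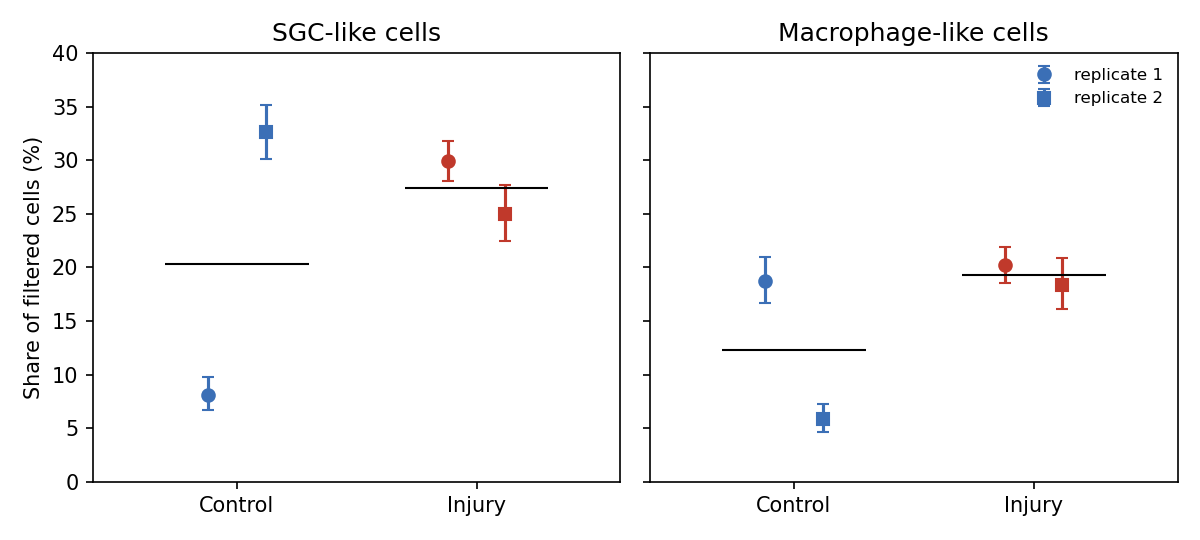
Share of filtered cells (%) that were SGC-like (left) or macrophage-like (right) in each library. Points are libraries (circles, replicate 1; squares, replicate 2; control in blue, injury in red), bars are exact 95% binomial intervals, which cover counting error only, and lines are condition means. The control libraries lie at 8.15% and 32.6% for SGC-like cells, on either side of both injury libraries.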

We found that the number of SGC and macrophages were increased after injury by 8% and 7%, respectively (Fig. 1e). Although prior studies suggested that SGC proliferate after injury^5,11,13^, a recent study demonstrated that cell proliferation occurred in macrophages but not in SGC seven days after injury^38^. We thus examined expression of the cell cycle markers *Mki67* and *Cdk1* in injury conditions and found that these cell cycle markers were mainly expressed in macrophages and blood cells/monocytes but not in SGC (Supplementary Fig. 1b). 

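No *Mki67* UMI was found in any of the 1523 SGC-like cells, which allows a share of up to 0.197% of cells with a UMI. In macrophage-like cells, 111 *Mki67* UMIs were found in 59 of 1001 cells, with 2, 2, 80 and 27 UMIs in control replicates 1 and 2 and injury replicates 1 and 2. Of the 51 blood-like cells 66.7% had a *Mki67* UMI, as did 16.0% of neutrophil-like and 9.30% of T cell-like cells. *Cdk1* gave 14 UMIs in 13 SGC-like cells (0.854%), against 10.2% of macrophage-like, 12.8% of T cell-like, 24.4% of neutrophil-like and 70.6% of blood-like cells. The connective tissue-like cells, in which 3 *Cdk1* UMIs in total were found, had a share of 0.418%. Median depth was 3775 UMIs per SGC-like cell, 4080 per macrophage-like cell, 4637 per blood-like cell, 4476 per neutrophil-like cell, 2461.5 per T cell-like cell and 4070.5 per connective tissue-like cell. After thinning every cell to 1000 UMIs, the share with *Cdk1* was 0.154% in SGC-like, 0.134% in connective tissue-like, 2.63% in macrophage-like, 3.92% in T cell-like, 7.84% in neutrophil-like and 30.4% in blood-like cells, and the share with *Mki67* was 1.46% in macrophage-like, 2.40% in T cell-like, 3.84% in neutrophil-like and 21.7% in blood-like cells. The *Cdk1* share of SGC-like cells thus lay near that of connective tissue-like cells.

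**Figure D2:**
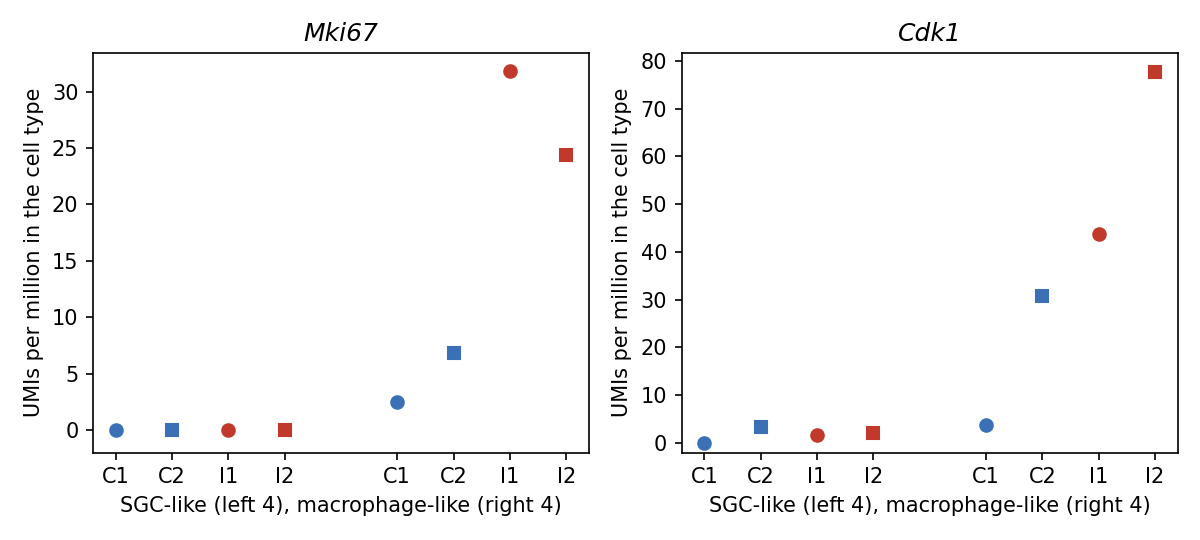
CPM of *Mki67* (left) and *Cdk1* (right) in the summed SGC-like and macrophage-like cells of each library (C1 and C2, control replicates 1 and 2; I1 and I2, injury replicates 1 and 2). The SGC-like sums hold no *Mki67* UMI, and the macrophage-like sums of the injury libraries lie above those of the control libraries for both genes.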

Our results thus suggest that 3 days post injury, there is little SGC proliferation and the increase in SGC cell number we observed could be a result of tissue dissociation. 

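Neuron-like cells numbered 5 and 46 in control replicates 1 and 2 and 4 and 17 in injury replicates 1 and 2, or 1.18% of all filtered cells. Their share was 1.91% ± 2.15 (SD, n = 2 libraries) in control and 0.874% ± 0.998 (SD, n = 2) after injury. The difference of -1.03 points was within the spread between libraries (exact permutation test, two-sided, p = 0.667). As 2 libraries had fewer than 10 neuron-like cells, no test of genes was run on them. Before filtering, 358 of the 6975 barcodes (5.13%) clustered as neuron-like, with a median of 20607 UMIs, and 260 of these exceeded the upper limit on UMIs or genes.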

We obtained a similar number of neurons in both uninjured and injured conditions, which represented about 1% of high quality sequenced cells (Fig. 1e). The recovered neurons included nociceptors (*TrkA*), mechanosensors (*TrkB*), and proprioceptors (*TrkC*) (Supplementary Fig. 1c). 

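The 72 neuron-like cells had a median of 9139 UMIs. At least 1 UMI was found for *Ntrk2* (TrkB) in 13 cells (18.1%, exact 95% binomial interval 9.98 to 28.9%) and for *Ntrk3* (TrkC) in 14 (19.4%, 11.1 to 30.5%). For *Ntrk2* this is below the share in all filtered cells (32.1%). Its level was highest in SGC-like cells, at 466 ± 122 CPM (SD, n = 4 libraries), against 35.9 ± 18.1 (n = 2) in neuron-like cells. At 1000 UMIs per cell *Ntrk2* was found in 3.84% of neuron-like, 35.0% of SGC-like and 1.18% of macrophage-like cells, so its UMIs in neuron-like cells were not separated from RNA of other cells. *Ntrk3* was found in 2.85% of neuron-like, 2.33% of smooth muscle-like (8.28% unthinned) and 0.0377% of macrophage-like cells (0.0999% unthinned).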

We anticipated obtaining a larger representation of neurons in our dataset. The dissociation procedure, which requires multiple steps of enzymatic and mechanical disruption to separate the SGC from neurons might affect neuronal survival. Our protocol is thus achieving recovery of SGC, but might not be suitable for the recovery of neurons from DRG.

**Fig. 1:**
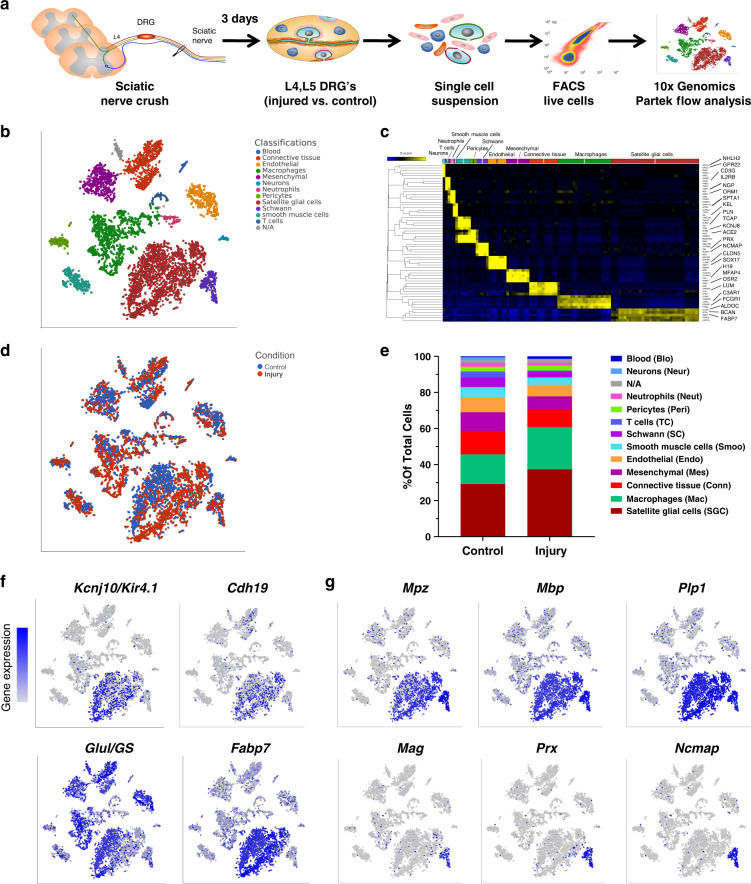
Characterization of cell populations in the DRG. **a** Schematic of the experimental design for scRNAseq. **b** t-SNE plot of 6,541 cells from L4, L5 mouse dissociated DRG, with 13 distinct cell clusters (Unbiased, Graph based clustering). Classifications were assigned based on known marker genes. **c** Heatmap of the top five differentially expressed genes per cluster relative to all other clusters. **d** t-SNE plot of cells from naïve (blue) and injury (red) conditions. **e** Fraction of each cell type within control (2915 cells) and injury (3626 cells) conditions. *n* = 2 biologically independent experiments. Source data are provided as a Source Data file. **f** t-SNE overlaid for expression of marker genes for SGC. **g** t-SNE overlaid for expression of marker genes shared between Schwann cells and SGC (top panel) and marker genes for Schwann cell only (bottom panel).

### SGC are molecularly distinct from Schwann cells in DRG

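SGC-like cells were the largest of the rebuilt types, with 1523 of 6095 cells. Schwann-like cells numbered 268 (4.40%), with 114 and 34 in control replicates 1 and 2 and 97 and 23 in injury replicates 1 and 2. In control replicate 1 alone, Schwann-like cells outnumbered SGC-like cells, 114 against 106. The unnamed cluster 8, led by *Scn7a*, held 68 and 5 control cells and 222 and 2 injury cells and is counted in neither type. At a clustering resolution of 0.5 it joined the SGC-like cells, which then numbered 174 and 443 in the control and 933 and 271 in the injury libraries.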

The scRNAseq results indicate that SGC represent the largest glial subtype in the DRG (Fig. 1e). Overlaid cells in t-SNE plots with marker genes for SGC and Schwann cells show the relative levels of expression as a color gradient (Figs. 1f, g). 

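*Kcnj10*, which encodes Kir4.1, was at 272 ± 171 CPM (SD, n = 4 libraries) in SGC-like cells and 51.2 ± 46.3 in Schwann-like cells, the next highest type. Over the mean of the other named types its log2 fold was 5.99 (SE 0.27, adjusted p = 1.04e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdh19* was at 137 ± 19.1 CPM in SGC-like cells and 40.6 ± 21.8 in Schwann-like cells, a log2 fold of 4.56 (SE 0.32, adjusted p = 1.50e-16 from the same test). With each library left out in turn, these log2 folds stayed between 5.67 and 6.29 for *Kcnj10* and between 4.27 and 5.60 for *Cdh19*. A *Kcnj10* UMI was found in 53.9% of SGC-like cells (19.8% after thinning to 1000 UMIs), in 6.59% of macrophage-like cells (1.57% thinned) and in none of the 86 T cell-like cells (limit 3.49%). T cell-like cells had a median of 2461.5 UMIs.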

The SGC cluster identity was confirmed by the expression of known SGC markers such as Kir4.1^8^ and *Cdh19*^9^ (Fig. 1f and Supplementary Fig. 1d). Whereas glutamine synthetase (Glul/GS) has been used as a SGC specific marker at the protein level^38,39^, our analysis showed a nonspecific expression in almost all cells in the DRG (Fig. 1f and Supplementary Fig. 1d). 

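*Glul* was detected in 60.4% of all filtered cells. Its mean level was highest in endothelial-like cells, at 2173 ± 272 CPM (SD, n = 4 libraries), and then 680 ± 69.8 in mesenchymal-like, 579 ± 102 in connective tissue-like, 502 ± 218 in SGC-like and 447 ± 85.5 in macrophage-like cells. The lowest level was 38.5 ± 11.3 (n = 2) in T cell-like cells. At 1000 UMIs per cell, the share of cells with a *Glul* UMI was 69.4% in endothelial-like, 31.4% in SGC-like (61.3% unthinned) and 3.74% in T cell-like cells (12.8% unthinned). SGC-like cells exceeded the mean of the other types by a log2 fold of 1.10 (SE 0.18, adjusted p = 1.02e-06 from edgeR's quasi-likelihood test), below the 4-fold threshold for enrichment.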

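*Kcnn3*, the gene for SK3, gave 2 UMIs in the 6095 filtered cells, 1 in a connective tissue-like cell and 1 in an endothelial-like cell. None of the 1523 SGC-like cells had a UMI. In the 6975 deposited barcodes before filtering there were 13 *Kcnn3* UMIs in 11 barcodes. Expression of *Kcnn3* in SGC-like cells was thus not detectable at this depth.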

Another marker used for SGC in rat is *SK3*^39^, but it was not detected inmouse SGC nor any other cells in the DRG. 

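By mean level over the 4 libraries, *Fabp7* (ENSMUSG00000019874) ranked 6 among all genes in SGC-like cells, at 11610 ± 3926 CPM (SD, n = 4), after *Apoe*, *Malat1*, *Dbi*, *mt-Atp6* and *mt-Co3*. *Apoe* led with 79182 ± 18735 CPM. Among the genes enriched in SGC-like cells, *Fabp7* ranked 3 by level. It was found in 94.9% of SGC-like cells and in 91.6% after thinning to 1000 UMIs.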

The most highly expressed gene in SGC, Fatty Acid Binding Protein 7 (*Fabp7*, also known as BLBP and BFABP) was enriched in SGC (Fig. 1f, Supplementary Fig. 1d and Supplementary Data 1). 

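Levels of myelin genes were compared between SGC-like and Schwann-like cells and against the mean of the other named types. *Mbp* had 1176 ± 374 CPM (SD, n = 4 libraries) in SGC-like and 23725 ± 2871 in Schwann-like cells, with log2 folds over the other types of 2.90 (adjusted p = 4.50e-10) and 7.37 in edgeR's quasi-likelihood test. *Mag* had 8.82 ± 9.38 CPM in SGC-like cells, 16.7 ± 2.49 in macrophage-like cells and 385 ± 90.3 in Schwann-like cells. *Prx* had 21.8 ± 23.4 CPM in SGC-like, 10.4 ± 10.9 in macrophage-like and 830 ± 251 in Schwann-like cells. *Ncmap* had 6.18 ± 3.86 CPM in SGC-like, 19.3 ± 25.3 in macrophage-like and 2113 ± 289 in Schwann-like cells. For these last genes the SGC-like fold over the other types did not pass an adjusted p of 0.05 (edgeR, 0.153, 0.0551 and 0.0756). At 1000 UMIs per cell, *Mag* was found in 0.601% of SGC-like and 1.59% of macrophage-like cells, *Prx* in 1.54% and 0.516%, and *Ncmap* in 0.341% and 0.858%. Unthinned, 1.71%, 4.14% and 1.18% of SGC-like cells had a *Mag*, *Prx* or *Ncmap* UMI.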

Whereas SGC and Schwann cells share the expression of known Schwann cell markers, such as *Mpz*, *Mbp*, and *Plp1* (Fig. 1g and Supplementary Fig. 1e), the Schwann cell marker genes Myelin Associated Glycoprotein (*Mag*), Periaxin (*Prx*), and Non-Compact Myelin Associated Protein (*Ncmap*) genes were not expressed in SGC (Fig. 1f and Supplementary Fig. 1e). 

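At a fold change over 4 and an adjusted p under 0.05 in edgeR's quasi-likelihood test, with the library as a block, 938 of 8766 tested genes were enriched in SGC-like cells and 798 in Schwann-like cells, each against the mean of the other named types. The lists shared 406 genes, which is 30.5% of the 1330 genes in either. The alternative that moved these most was dropping the filter on low counts, which gave 1701 and 1040 enriched genes and a share of 23.7%. Without control replicate 1 the SGC-like list grew to 1424 genes and the share was 25.8%. In simulated counts with 200 genes changed 8-fold, this step recovered 95.5% of them and called no unchanged gene. Outside the marker genes and above an average log2 CPM of 4, the largest folds in SGC-like cells were those of *Tyrp1* (log2 fold 6.86), *Fabp7* (6.74), *Hes5* (6.68), *Mlc1* (6.34) and *Rlbp1* (6.20). In Schwann-like cells *Pmp2* (9.52) and *Fxyd3* (7.71) were among the largest. The paper lists 22 genes as shared, of which 20 were tested here, and all 20 were enriched in both types. That list was chosen on these same libraries, so the tally is not independent evidence. The copies of the paper's lists used here hold 604 of the 605 SGC genes and 571 of the 572 Schwann cell genes, so that no overlap was computed with them.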

We next compared the top differentially expressed genes in SGC (605 genes) and Schwann cells (572 genes) (fold-change >4, significant differences across groups by ANOVA, and *p* < 0.05 compared to average gene expression in all other populations in the DRG), which revealed that SGC share only 2% of those gene transcripts with Schwann cells in the DRG (Supplementary Fig. 1f and Supplementary Data 2). A recent study highlighted the molecular differences between myelinating and nonmyelinating Schwann cells in the sciatic nerve^40^. 

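The study lists 99 genes of myelinating and 79 genes of nonmyelinating Schwann cells from the cited sciatic nerve data (Supplementary Data 2). Among those tested here, 53 of 97 myelinating genes (54.6%) and 17 of 74 nonmyelinating genes (23.0%) were enriched in SGC-like cells over the other DRG types (Fisher's exact test, two-sided, p = 3.86e-05). Their median log2 folds in SGC-like cells were 2.45 and 0.41. For comparison, 10.7% of all tested genes were enriched in SGC-like cells. The test takes genes as units, and genes are not independent replicates. In Schwann-like cells 44 of the 97 myelinating and 8 of the 74 nonmyelinating genes were enriched. The unnamed cluster 8 was not among the compared types, and its cells were not tested for either list.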

Comparison of the SGC molecular profiles revealed higher similarity between SGC and myelinating Schwann cells over nonmyelinating Schwann cells (Supplementary Data 2). SGC also share several properties with astrocytes, including expression of Kir4.1 and glial fibrillary acidic protein (*Gfap*)^5,8,41^. We thus examined the transcriptional similarity between astrocytes and SGC by comparing the top differentially expressed genes in each cell type, using our scRNAseq data for SGC (605 genes, >4 fold change *p* value < 0.05 compared to all other populations in the DRG) and a previously published transcriptional analysis of astrocytes (500 genes, >6 fold change compared to other populations in the cerebral cortex)^42^. We found that SGC share about 10% of those gene transcripts with astrocytes, among them *Fabp7*, *Gfap*, *Pparα*, and *Aldoc* (Supplementary Fig. 1g, Supplementary Data 2). 

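Of the 93 genes that Supplementary Data 2 lists as shared with astrocytes, 38 passed the filter on low counts here. All 38 were enriched in SGC-like cells, with a median log2 fold of 4.97, and 12 were also enriched in Schwann-like cells. The SGC side of this list was chosen on these same libraries, so the enrichment in SGC-like cells is not independent evidence. *Aldoc* had 734 ± 194 CPM (SD, n = 4 libraries) in SGC-like cells and a log2 fold of 5.99 over the other types (SE 0.21, adjusted p = 6.06e-27, edgeR). *Gfap* and *Ppara* fell below the filter. *Gfap* gave 75 UMIs in SGC-like cells, or 8.44 ± 11.5 CPM (SD, n = 4), found in 3.74% of cells (1.25% at 1000 UMIs per cell). All filtered cells held 154 *Gfap* UMIs. Its mean level in blood-like cells was similar, at 8.63 CPM (1.32% of cells at 1000 UMIs per cell). *Ppara* gave 40 UMIs in 2.63% of SGC-like cells (0.602% thinned). The astrocyte data were not analysed here.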

Our single cell RNAseq analysis using freshly dissociated tissue thus unravels the unique transcriptional profile of SGC in DRG and reveals that Schwann cells and SGC are transcriptionally distinct in the DRG.

### *Fabp7* is a specific marker for adult mouse SGC

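The log2 fold of *Fabp7* in SGC-like cells over the mean of the other named types was 6.74 (SE 0.32, adjusted p = 7.36e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By fold it ranked 4 among the enriched genes. With each library left out in turn the log2 fold stayed between 5.91 and 7.20.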

The scRNAseq data revealed that one of the top differentially expressed genes in the SGC cluster is *Fabp7* (Fig. 1f and Supplementary Data 1). FABP7 is a nervous system specific member of the hydrophobic ligand binding protein family involved in uptake and transport of fatty acid^43^. FABP7 is involved in signal transduction and gene transcription in the developing mammalian CNS^44^, but its precise function remains quite elusive. In the PNS, *Fabp7* is expressed during embryonic development and distinguishes glia from neural crest cells and neurons during the early stages of development^45,46^. These observations prompted us to further test if *Fabp7* can be used as a marker of SGC in adult mouse DRG. Consistent with our single cell data, we found that FABP7 labels SGC surrounding sensory neuron soma (Fig. 2a). The specificity of the FABP7 antibody was verified using DRG and sciatic nerve from the *Fabp7KO* mouse^47^ (Supplementary Fig. 2a–e), in which FABP7 signal surrounding neurons is lost, but SGC are present and stained with GS^5,12^. Importantly, FABP7 does not label Schwann cells surrounding axons in the DRG (Fig. 2a, asterisks), or in the sciatic nerve (Supplementary Fig. 2d, e) consistent with previous reports^48,49^ and our single cell analysis (Fig. 1f). These results suggest that FABP7 protein expression is highly enriched in SGC in the DRG.

**Fig. 2:**
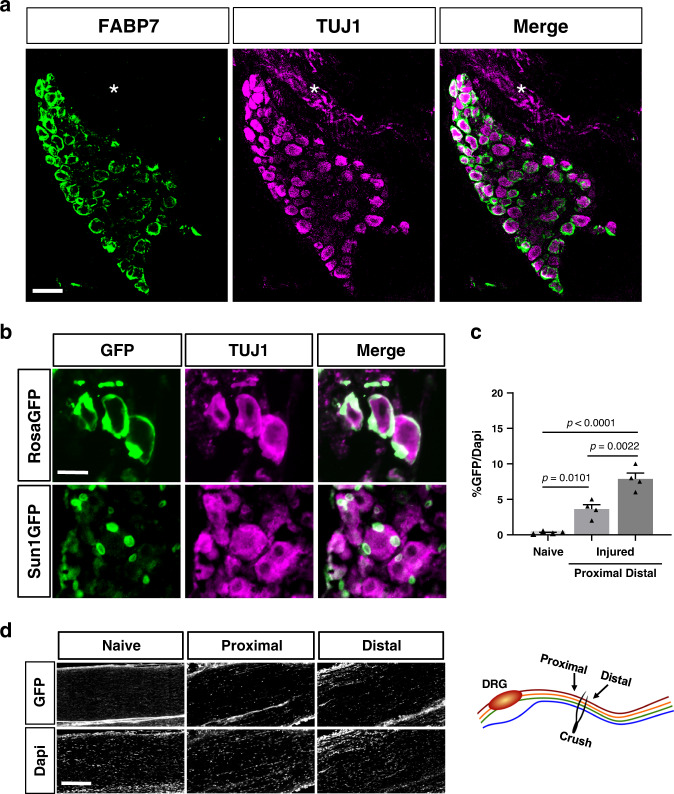
Fabp7 is a specific marker for SGC. **a** Representative images of immunofluorescence staining of mouse DRG sections with FABP7 (green) which labels SGC surrounding neurons marked with TUJ1 (magenta). No FABP7 expression in the axon rich area (asterisks) is observed. *n* = 3 biologically independent animals, Scale bar: 100 µm. **b** *BLBPCre-ER* mice crossed with *RosaGFP* or *Sun1GFP* show expression of GFP in the SGC surrounding the neurons marked with TUJ1 (magenta). *RosaGFP* *n* = 3 and *Sun1GFP* *n* = 4 biologically independent animals, Scale bar: 50 µm. **c** Quantification of sciatic nerves from *BLBPCre-ER* mice crossed with *Sun1GFP*. GFP positive nuclei were normalized to the total number of DAPI positive nuclei. One-way analysis of variance (ANOVA) followed by Sidak’s multiple comparisons test. Data are presented as mean values ± SEM. Source data are provided as a Source Data file. **d** Representative images from naive and injured nerves, ~0.5 mm proximal and distal to the injury site as shown in the scheme. *n* = 4 biologically independent animals. Scale bar: 50 µm.

We next tested if the *BLBPcre-ER* mouse line^50^ can be used to label and manipulate SGC specifically. We crossed *BLBPCre-ER* to the *Rosa26-fs-TRAP* and observed that following a 10 days tamoxifen treatment, *BLBPcre-ER* mice drove expression of the GFP reporter in SGC (Fig. 2b, upper panel). To further ensure that the *BLBPcre-ER* is specifically expressed in SGC in the DRG and does not drive expression in Schwann cells in the nerve, we crossed *BLBPcre-ER* to the *Sun1-sfGFP-myc* (INTACT mice: *R26-CAG-LSL-Sun1-sfGFP-myc*)^51^, which allows GFP expression in the nuclear membrane. We found GFP positive nuclei around the neurons in DRG sections (Fig. 2b, lower panel) and no nuclear GFP expression in naïve sciatic nerves (Fig. 2c, d). Since a role for FABP7 in regulating Schwann cell-axon interactions has been proposed^48^, with FABP7 beeing expressed 2 to 3 weeks after nerve injury when Schwann cell process formation is exuberant, we also examined nuclear GFP expression in injured nerves. We found that 3 days post injury, 4 and 7% of the nuclei expressed the GFP reporter ~0.5 mm proximal and distal to the injury site, respectively (Fig. 2c, d). This is consistent with a prior report showing that BLBP is not present 4–7 days post injury, but is expressed in some cells starting 14 days post injury^48^. Since typically 50% of nuclei express c-JUN, a marker for Schwann cells response to injury, two days after injury in the nerve^52^, the GFP positive nuclei we observed may represent a very small subset of Schwann cells responding to injury. To further confirm the specificity of the *BLBPCre-ER* reporter following nerve injury, we re-analyzed a single cell data set from injured nerve (9 days post injury)^53^. We found that less than 5% of cells in the Schwann cell cluster expressed *Fabp7* (Supplementary Fig. 2f). A comparative analysis of the transcriptome of injured nerve (3 days post injury) also demonstrated very low counts of *Fabp7* in proximal and distal nerve segments^54^. Because *Fabp7* is also expressed at a low level in a subset of other cell types including macrophages, endothelial cells, and mesenchymal cells (Fig. 1f and Supplementary Fig. 1e), we cannot rule out the possibility that *BLBPCre-ER* may also label a subset of other cells in the DRG. Together, these experiments reveal that FABP7 represents a marker of SGC and that the *BLBPcre-ER* mouse line can be used to label and manipulate SGC, with only minimal impact on Schwann cells at early time points after nerve injury.

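*Fabp7* UMIs were found in each of the cell types examined. At 1000 UMIs per cell, 7.66% of macrophage-like, 8.32% of endothelial-like and 7.88% of mesenchymal-like cells had one (22.1%, 26.2% and 23.6% unthinned), at median depths of 4080, 4378.5 and 4140 UMIs. The share was 5.97% in Schwann-like (11.2% unthinned), 6.47% in neutrophil-like (21.8% unthinned) and 1.95% in T cell-like cells (4.65% unthinned). In macrophage-like cells it differed between libraries, with 1.83% and 17.5% in control replicates 1 and 2 and 6.07% and 14.8% in injury replicates 1 and 2, all thinned. Mean levels were 546 ± 522 CPM (SD, n = 4 libraries) in macrophage-like, 308 ± 251 in endothelial-like and 206 ± 159 in mesenchymal-like cells. The neutrophil-like share, in a type the paper does not name for this gene, was of the same size, so these shares were not separated from the background of free RNA.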

### SGC upregulate lipid metabolism in response to nerve injury

To define the transcriptional response of SGC to nerve injury, cells in the SGC cluster were pooled, control, and injury conditions were compared to identify differentially expressed genes. 

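UMIs of the SGC-like cells were summed per library (106 and 437 cells in control, 711 and 269 after injury), and 9025 genes passed the filter on low counts. In edgeR's quasi-likelihood test across the 4 libraries, 0 genes rose and 0 fell at an adjusted p under 0.05 and a log2 fold change of 2 or more, and the smallest adjusted p was 0.346. At an unadjusted p under 0.05 there were 107 genes, where 451 are expected by chance. A count this far below chance means that the test, which left the replicate number out, was too strict in these cells. Its 0 calls thus do not show that no gene changed. In 25.6% of the genes both injury libraries lay on the same side of both control libraries, against 33.3% by chance for 2 against 2. DESeq2 called 1 gene, *Serpina3n*, with a log2 fold change of 3.42, and none lower. With the replicate number as a block in the model, edgeR called 5 genes higher and 1 lower. The alternative that moved the counts most took the ratio of CPM summed over all cells of a condition, without replicates, and gave 58 genes higher and 0 lower. Such sums grow with the number of cells, 980 after injury against 543 in control, which raises the ratio of every gene. The ratio of mean CPM over the pooled cells gave 10 genes higher and 6 lower. In simulated counts at the same depth with 200 genes changed 8-fold, the edgeR test recovered 97.5% of them and called 1 unchanged gene. These counts were drawn without a difference between the replicate numbers, and smaller changes were not simulated. In the SGC-like cells themselves, 197 genes were higher and 166 lower in replicate 2 (edgeR, adjusted p under 0.05). The recovery in the data can therefore be lower than in the simulation.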

1255 genes were differentially upregulated in SGC after injury (FDR > 0.05, Log2Fold change >2) (Supplementary Data 3) and analyzed for enriched biological pathways using KEGG 2016 (Kyoto Encyclopedia of Genes and Genomes). This analysis revealed enrichment in lipid metabolic pathways, including fatty acid biosynthesis (Fig. 3a). 

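As the KEGG sets were not used here, lipid genes were tested as lists written before the data were examined. The 29 tested genes of fatty acid synthesis had a median log2 fold change of -0.0026 in SGC-like cells, with 14 genes higher (fry, a rotation test on the edgeR fit, Benjamini-Hochberg adjusted p = 0.991 over 5 list tests; 2 libraries per condition). The 22 cholesterol synthesis genes had a median of -0.03 (adjusted p = 0.991), with 9 genes higher. Adjusted over the list alone, 0 genes of either list passed 0.05 in edgeR, as was the case over all genes. In simulated data a shift of 0.5 in the fatty acid list was found in 18 of 20 draws and no shift in 1 of 20. There the genes varied independently and without a difference between the replicate numbers. In the data the median of this list ran from -0.27 to 0.67 as single libraries were left out. The simulation thus does not show that a shift of 0.5 would be found in these libraries. Over 706 Reactome sets, 0 had an adjusted p under 0.05 by fry (smallest 0.999) or by camera (smallest 0.495). The genes that Supplementary Data 4 lists for a pathway were chosen on these libraries, so their tally is not independent evidence. Of the 14 genes under fatty acid metabolism 10 were higher after injury, with a median log2 fold change of 0.15, and of the 5 under fatty acid biosynthesis 3 were higher. Of the 8 under steroid biosynthesis 5 were higher, with a median of 0.08.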

Our findings also confirmed the upregulation of previously reported injury induced genes in SGC such as *Connexin43/Gja1*^14^ and *Gfap*^13^ (Supplementary Fig. 3g, Supplementary Data 3). 

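*Gja1* in SGC-like cells was at 125 and 199 CPM in control replicates 1 and 2, and at 113 and 192 CPM in injury replicates 1 and 2. The log2 fold change was -0.07 (SE 0.37, adjusted p = 1.00, edgeR), well within the spread between libraries. Between the libraries numbered 1 and between those numbered 2, the level was slightly lower after injury. *Gfap* gave 0 and 1 UMIs in the control libraries, and 62 and 12 UMIs in the injury libraries, or 0, 0.49, 24.7 and 8.53 CPM. Over the pooled libraries its injury to control ratio was 43.7 (exact 95% interval 7.6 to 1748, counting error only). In the edgeR test its adjusted p was 1.00 over all 9025 genes and 0.0387 adjusted over the list alone, the 25 tested genes that the paper names. With the replicate number as a block, the adjusted p over all genes was 0.0283. The paper takes *Gja1* and *Gfap* from earlier reports. It names other genes of the list from these libraries, so the list as a whole is not independent evidence. The plot of CPM per library shows *Gja1* and *Gfap* with the PPARα target genes.

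**Figure D3:**
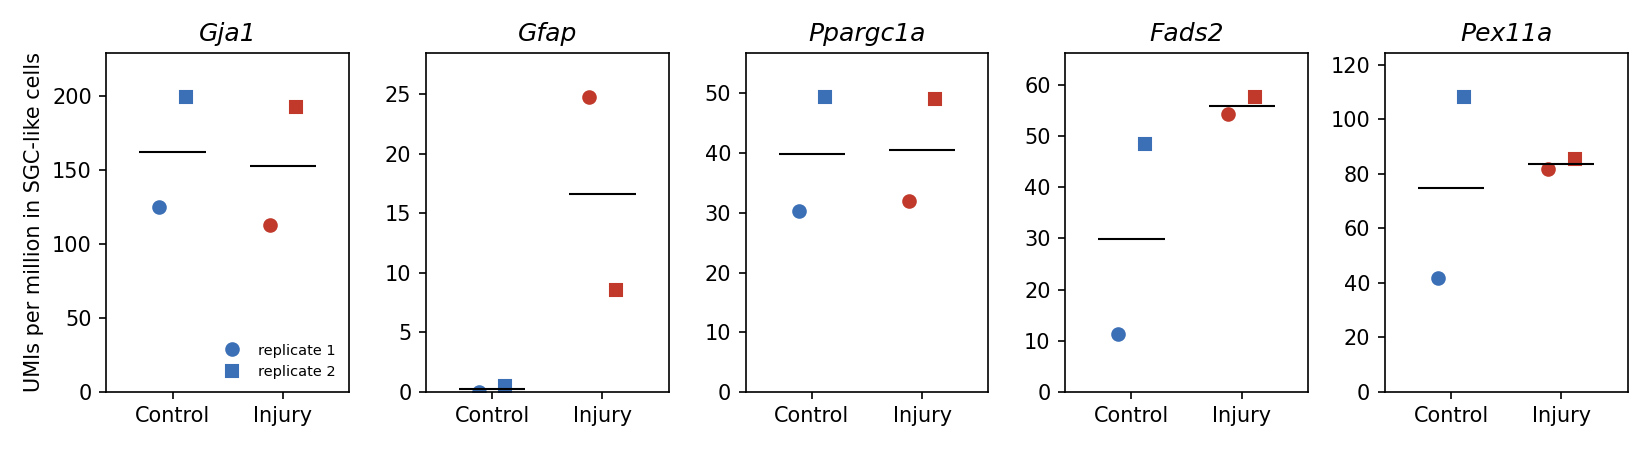
CPM of *Gja1*, *Gfap*, *Ppargc1a*, *Fads2* and *Pex11a* in the summed SGC-like cells of each library. Points are libraries (circles, replicate 1; squares, replicate 2; control in blue, injury in red) and lines are the means of 2 libraries. Only *Gfap* and *Fads2* have both injury libraries above both control libraries.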

300 genes were differentially downregulated in SGC, with enrichment for cell cycle and p53 signaling pathways (Supplementary Data 3 and 4). 

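No gene was called lower in SGC-like cells by edgeR or by DESeq2 without the replicate number in the model, and with it as a block edgeR called 1. Without the block, 51 of the 107 genes at an unadjusted p under 0.05 were higher. The 39 tested cell cycle genes, from lists for the S and G2M phases, had a median log2 fold change of 0.05 and a mean of -0.0054 in SGC-like cells, with 22 higher (fry, direction down, adjusted p = 0.991; 2 libraries per condition). Without control replicate 2 the median was -0.37, which did not pass 0.05 in fry either. Of the 7 genes that Supplementary Data 4 gives under cell cycle among the downregulated genes, 2 passed the filter on low counts, and both were lower. None of the 5 genes under p53 signaling passed it. The downregulated genes themselves were not in the copies of the tables used here.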

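The fatty acid synthesis list was compared between SGC-like cells and each of the other major types by the difference of their injury effects (fry on the interaction term of 1 fit over all 6 types, with the library as a block, 30 genes). The median difference, SGC-like minus the other type, was 0.14 for macrophage-like, 0.15 for Schwann-like, -0.12 for endothelial-like, 0.02 for mesenchymal-like and 0.06 for connective tissue-like cells, and all adjusted p were 0.953. No single gene differed in its injury effect between SGC-like cells and any of these types. Within the types, edgeR called 0 of 7015 genes in macrophage-like, 0 of 2795 in Schwann-like, 0 of 6398 in endothelial-like and 0 of 6013 in mesenchymal-like cells. At an unadjusted p under 0.05 there were 466, 51, 88 and 105 genes, against 351, 140, 320 and 301 expected by chance. DESeq2 called 13 genes in macrophage-like cells and 0 in the other 3. With the replicate number as a block, edgeR called 52 genes in macrophage-like cells, 28 higher and 24 lower, and 0 in the other 3. In connective tissue-like cells edgeR called 12 of 6796 genes, 11 higher and 1 lower, and 26 with the block. The median changes of the fatty acid list within these 5 types lay between -0.15 (macrophage-like) and 0.10 (endothelial-like).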

Pathway analysis of upregulated genes in other major cell types in the DRG confirmed fatty acid metabolism as a unique pathway enriched in SGC in response to nerve injury (Supplementary Fig. 3a–f). This analysis also indicated that the cell cycle term was enriched in macrophages, and downregulated in SGC (Supplementary Fig. 3a, Supplementary Data 4), supporting the recent finding that macrophages but not SGC undergo cell cycle after nerve injury^38^.

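In macrophage-like cells the cell cycle lists had a median log2 fold change of 1.53, with 62 of 66 tested genes higher (fry, Benjamini-Hochberg adjusted p = 0.635; 2 libraries per condition). Camera, which presets the correlation between genes, called this rise, which did not hold under fry. The injury effect on these lists was lower in SGC-like than in macrophage-like cells, by a median of -0.77 on the log2 scale over 60 genes (fry on the interaction term, adjusted p = 0.0167 over 5 cell types). Without control replicate 1 the difference was -0.76 and did not pass an unadjusted 0.05, and with any other library left out it lay between -1.84 and -0.67. Against Schwann-like, endothelial-like, mesenchymal-like and connective tissue-like cells, the effect in SGC-like cells differed by 0.12, -0.13, 0.29 and 0.33, and all adjusted p were 0.950. The fatty acid, cholesterol, PPARα and dissociation lists were tested in the same fit. The adjustment for the cell cycle lists does not span them.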

**Fig. 3:**
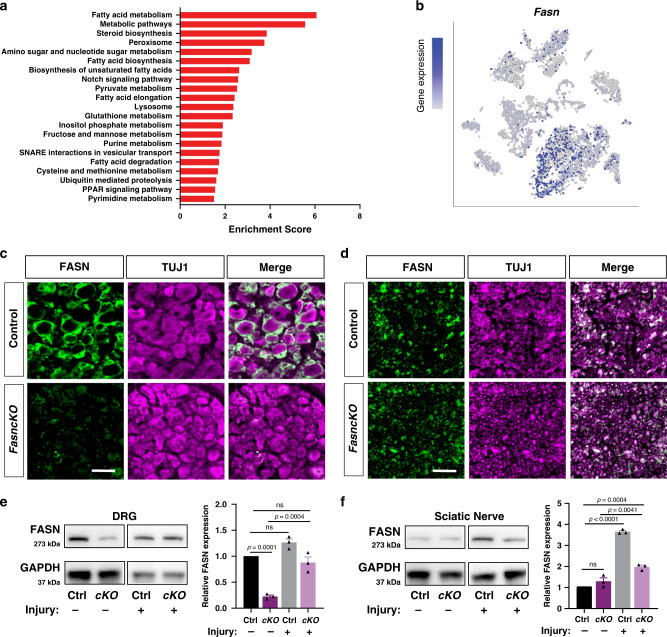
SGC upregulate genes involved in lipid metabolism in response to nerve injury. **a** Pathway analysis (KEGG 2016) of differentially upregulated genes in the SGC cluster. *n* = 2 biologically independent experiments. (FDR < 0.05, Log2Fold change >2). **b** t-SNE overlay for expression of *Fasn* gene. **c** DRG sections from control and *FasncKO* mice, immunostained for FASN (green) and the neuronal marker TUJ1 (magenta). Scale bar: 50 µm. **d** Nerve sections from control and *FasncKO* mice, immunostained for FASN (green) and the neuronal marker TUJ1 (magenta). Scale bar: 50 µm. **e** Western blot analysis and quantification of FASN protein expression in DRG from control and *FasncKO* mice with and without injury. Quantification of FASN expression normalized to GAPDH expression. ns-non significant. Source data are provided as a Source Data file. **f** Western blot analysis and quantification of FASN protein expression in Sciatic nerve from control and *FasncKO* mice with and without injury. Quantification of FASN expression normalized to GAPDH expression. ns-non significant. Source data are provided as a Source Data file. *n* = 3 biologically independent animals in (**e**, **f**). Data are presented as mean values ± SEM in (**e**, **f**). One way ANOVA followed by Dunnett’s multiple comparisons test in (**e**, **f**).

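*Fasn* (ENSMUSG00000025153) was at 72.5 ± 23.5 CPM (SD, n = 4 libraries) in SGC-like cells, 47.0 ± 18.5 in Schwann-like cells and 44.6 ± 5.85 (n = 2) in neuron-like cells. The ranges of SGC-like and Schwann-like cells overlapped. Over the mean of the other named types, the log2 fold was 2.98 in SGC-like cells (SE 0.23, adjusted p = 1.26e-15, edgeR) and 2.20 in Schwann-like cells, so that *Fasn* passed the 4-fold threshold in both. A UMI was found in 26.9% of SGC-like and 11.6% of Schwann-like cells, and at 1000 UMIs per cell in 7.32% and 4.76%. Connective tissue-like cells had 16.1 ± 3.09 CPM and a thinned share of 1.49% (6.69% unthinned).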

One of the genes enriched in SGC is fatty acid synthase (*Fasn*), which controls the committed step in endogenous fatty acid synthesis^27^ (Fig. 3b and Supplementary Data 2). Although *Fasn* levels were not differentially regulated after injury in SGC, we decided to explore the role of *Fasn* further, because *Fasn* has the potential to impact major signaling and cellular pathways^55^. 

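In SGC-like cells *Fasn* was at 41.7 and 97.7 CPM in control replicates 1 and 2 and at 80.2 and 70.4 CPM in injury replicates 1 and 2. The log2 fold change was 0.02 (SE 0.38, adjusted p = 1.00, edgeR's quasi-likelihood test). The control libraries lay on either side of the injury libraries, and without control replicate 1 the log2 fold change was -0.37.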

The FASN product palmitic acid is converted to other complex lipids that are critical for membrane structure, protein modification, and localization^55^ and are also utilized for phospholipid synthesis. Immunostaining of DRG sections confirmed FASN expression in SGC surrounding sensory neuron soma (Fig. 3c, upper panel). To investigate the role of *Fasn* in SGC, we generated an SGC specific *Fasn KO* mouse (*FasncKO*) by crossing *BLBPcre-ER*^50^ mice to mice carrying floxed *Fasn* alleles^56^. Eight week old *BLBPcre-ER*;*Fasn*^f/f^ (*FasncKO*) and *BLBPcre-ER*^−^;*Fasn*^f/+^ mice (control) were fed with tamoxifen for 10 days to conditionally delete *Fasn* in SGC. This design allows us to ensure that both control and *FasncKO* groups are treated with tamoxifen and thus differences between groups do not result from the tamoxifen treatment itself. Expression of FASN in SGC visualized by immunofluorescence was significantly reduced in the *FasncKO* DRG compared to control littermates (Fig. 3c, bottom panel). Western blot analysis of FASN in DRG also confirmed a significant reduction of FASN expression in the *FasncKO* compared to control littermates (Fig. 3e). FASN has been shown to be expressed in Schwann cells^57^, and immunostaining for FASN in the sciatic nerve support these results (Fig. 3d). However, FASN expression was not affected in the nerve of *FasncKO* mice (Fig. 3d, f) supporting the specificity of the *BLBPCre-ER* line for SGC. We also examined FASN protein expression in DRG and sciatic nerve by western blot in naive and injured conditions. Nerve injury increased the protein level of FASN in the DRG of *FasncKO* but not control mice (Fig. 3e). Nerve injury also increased FASN levels in the nerve of both control and *FasncKO* (Fig. 3f) which could reflect an increase in FASN levels in Schwann cells after nerve injury^54,57^. Together, these results indicate that *Fasn* can be efficiently deleted from SGC in the DRG, with minimal impact in Schwann cells.

### Deletion of *Fasn* in SGC does not alter neuronal properties

To determine the impact of *Fasn* deletion on SGC and neuron morphology, we performed transmission electron microscopy (TEM). SGC surrounding the neuron soma were pseudo colored (Fig. 4a), We observed an increase in the SGC nuclear area and a more circular, less elliptic nuclear morphology in the *FasncKO* animals compared to controls (Fig. 4a–c), whereas there was no change in the neuronal nucleus circularity (Fig. 4d). It has been reported that under certain conditions, such as alterations in lipid composition, the overall nuclear structure can be modified^58^. A study in yeast demonstrated that deletion of certain genes affecting lipid biosynthesis leads to nuclear expansion^58^, suggesting that *Fasn* deletion in SGC may affect nuclear morphology. However, in both control and *FasncKO*, the SGC sheath is smooth and separated from the sheaths enclosing the adjacent cell bodies by a connective tissue space (Fig. 4a), as described extensively previously^6,59^. The SGC coat is also in direct contact with the neuronal membrane (Fig. 4a), as previously described^6,59^. To ensure that *Fasn* deletion in SGC does not impact nerve morphology, we next evaluated both Remak bundle structure and myelin sheath thickness in the nerve of the *FasncKO* mice compared to control animals (Fig. 4e–i). Neither the number of axons per Remak bundle nor the axon diameter and myelin thickness, measured as the ratio between the inner and outer diameter of the myelin sheath (g-ratio), was altered in the *FasncKO*. The overall nerve structure examined by TUJ1 staining was also not altered in the *FasncKO* nerves compared to controls in naïve conditions or following injury (Supplementary Fig. 4a).

**Fig. 4:**
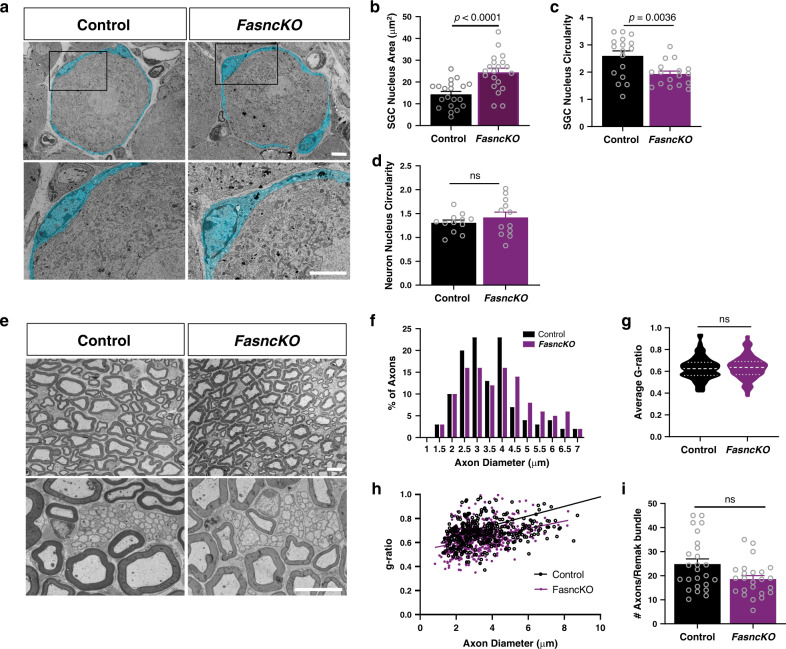
*Fasn* deletion in SGC does not alter neuronal morphology. **a** Representative TEM images of a DRG cell body and its enveloping SGC sheath, pseudo-colored in turquoise, from control and *FasncKO* mice. High magnification of boxed area from top panels are showed in bottom panels. Scale bar: 5 µm. **b** Average SGC nuclear area. *n* = 20 cells examined over 3 independent experiments. **c** SGC nuclear circularity (ratio between major axis(X) and minor axis(Y). 1 = circular, <1=elliptic). *n* = 17 cells examined over 3 independent experiments. **d** Neuron nuclear circularity (ratio between major axis(X) and minor axis(Y). 1 = circular, 1<elliptic). *n* = 12 cells examined over 3 independent experiments. ns-non significant. **e** Representative TEM images of sciatic nerve cross sections from control and *FasncKO* mice. Scale bar: 5 µm. **f** Quantification of axon diameter distribution in sciatic nerves of *FasncKO* and control mice (average axon diameter Control = 3.574 µm *FasncKO* = 3.353 µm *n* = 130 axons). **g** Quantification of g-ratio in sciatic nerves of *FasncKO* and control mice. *n* = 110 cells in control and *n* = 116 cells in *FasncKO* examined over 3 independent experiments. Mean control = 0.6286, mean *FasncKO* = 0.6359. ns-non significant. Plots lines at the median (dashed) and quartiles (dotted). **h** Linear correlation of g-ratio versus axon diameter in sciatic nerves of *FasncKO* mice compared with controls. non-significant. **i** Quantification of the number of axons per Remak bundle in *FasncKO* and control nerves. *n* = 3 biologically independent animals from 2 independent experiments in **a**–**i**. Data are presented as mean values ± SEM in (**b**, **c**, **d**, **I**). *P* values determined by two-tailed *t* test in (**b**, **c**, **d**, **g**, **i**). Source data are provided as a Source Data file for (**b**, **c**, **d**, **f**, **g**, **h**, **i**).

To ensure that the reduction of *Fasn* in SGC does not cause neuronal cell death, we immunostained sections of DRG from *FasncKO* and control mice for the apoptotic marker cleaved caspase 3 before and after injury (Supplementary Fig. 4b). Quantification of Caspase 3 intensity revealed no change in apoptotic cell death in naïve conditions and three days post injury between *FasncKO* and control (Fig. 5a and Supplementary Fig. 4b). These experiments do not exclude the possibility that other forms of cell death such as necrosis may occur.

**Fig. 5:**
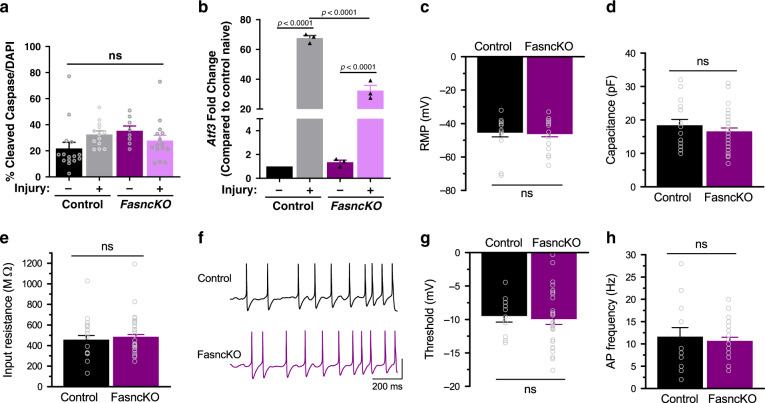
*Fasn* deletion in SGC does not alter neuronal functional properties. **a** Quantification of cleaved caspase 3 in DRG sections from control and *FasncKO* mice in naïve and 3 days after sciatic nerve injury. The ratio of cleaved caspase 3 positive vs. DAPI nuclei was measured. *n* = 4 biologically independent animals. ns-non significant. **b** qPCR analysis of *Atf3* expression in DRG from control and *FasncKO* mice in naïve and 3 days after sciatic nerve injury. *n* = 3 biologically independent animals. **c** Whole-cell recordings were performed from cultured DRG neurons associated with at least one glial cell, from *FasncKO* or control mice. Resting membrane potential (RMP) in control −45.3 ± 2.7 mV, *n* = 16 cells from 8 independent experiments; in *FasncKO* −46.1 ± 1.8 mV, *n* = 30; *p* = 0.79. **d** Membrane capacitance in control 18.3 ± 1.8 pF, *n* = 16 cells from 8 independent experiments; in *FasncKO* 16.5 ± 1.1 pF, *n* = 30 cells from 8 independent experiments; *p* = 0.36. **e** Input resistance in control 456 ± 43 MΩ, *n* = 16 cells from 8 independent experiments; in *FasncKO* 482 ± 24 MΩ, *n* = 30 cells from 8 independent experiments; *p* = 0.56. **f** Spiking properties of DRG neurons from controls and *FasncKO*. **g** Action Potential threshold in control −9.46 ± 0.94 mV, *n* = 13 cells from 8 independent experiments; in *FasncKO* −9.91 ± 0.84 mV, *n* = 28 cells from 8 independent experiments; *p* = 0.77 ns- non-significant. **h** Neuronal firing rate in control 11.57 ± 2.09 Hz, *n* = 14 cells from 8 independent experiments; in *FasncKO* 10.62 ± 0.86 Hz, *n* = 29 cells from 8 independent experiments; *p* = 0.62. ns- non significant. *P* values determined by One way ANOVA followed by Sidak’s multiple comparisons test in (**a**, **b**) and two-tailed *t* test in (**c**, **d**, **e**, **g**, **h**). Data are presented as mean values ± SEM. Source data are provided as a Source Data file for (**a**–**e**, **g**, **h**).

We next examined the expression of *Atf3*, an established intrinsic neuronal injury marker^1,60^. *Atf3* levels in control and *FasncKO* DRG were very low in the absence of injury (Fig. 5b), indicating that in naïve condition, *Fasn* deletion in SGC did not cause a stress response in DRG neurons. Nerve injury increased the mRNA levels of *Atf3* in control and *FasncKO* DRG, but this response was less robust in the *FasncKO* (Fig. 5b). Together, these results indicate that loss of *Fasn* in SGC does not lead to neuronal morphological deficits in the DRG and does not elicit a stress response in neurons.

The bidirectional communication between neurons and SGC participates in neuronal excitability and the processing of pain signals^24^. The excitability of sensory neurons is controlled in part by the surrounding SGC^17,61,62^. To examine whether *Fasn* deletion in SGC affected functional properties of DRG neurons, we compared intrinsic excitability and firing properties of DRG neurons from *FasncKO* and control mice. Whole-cell recordings were performed in short-term cultures of DRG neurons and glia. Medium diameter neurons that were associated with at least one glial cell were targeted for recordings (Supplementary Fig. 4c). A subset of recorded cells was filled with biocytin via the patch pipette for *post hoc* verification of neuronal identity. The vast majority of filled cells were identified as IB4-positive nociceptors (Supplementary Fig. 4d). We observed that all major features of intrinsic neuronal excitability were unaffected in DRG neurons from *FasncKO* mice compared to controls, including the resting membrane potential (Fig. 5c), membrane capacitance (Fig. 5d), and input resistance (Fig. 5e). We further examined the spiking properties of DRG neurons and found no detectable changes in action potential (AP) threshold (Fig. 5g), which represents the principle determinant of neuronal excitability, or the neuronal firing frequency (Fig. 5f, h) in *FasncKO* mice compared to controls. Therefore, *Fasn* deletion in SGC does not affect functional properties of DRG neurons in the naïve, dissociated conditions.

### Deletion of *Fasn* in SGC impairs axon regeneration

We observed that *Atf3* expression after injury was reduced in *FasncKO* compared to control (Fig. 5b), suggesting that absence of *Fasn* in SGC may impact the neuronal response to injury. To test the consequence of *Fasn* deletion in SGC on axon regeneration, we used our established in vivo and ex-vivo regeneration assays^63–65^. Two weeks after tamoxifen treatment was completed, we performed a sciatic nerve crush injury in *FasncKO* and control mice and measured the extent of axon regeneration past the injury site 3 days later by labeling nerve sections with SCG10, a marker for regenerating axons^66^. The crush site was determined according to highest SCG10 intensity along the nerve. We used two measurements to quantify axon regeneration. First, we measured the length of the 10 longest axons, which reflect the extent of axon elongation, regardless of the number of axon that regenerate. Second, we measured a regeneration index by normalizing the average SCG10 intensity at distances away from the crush site to the SCG10 intensity at the crush site. This measure takes into account both the length and the number of regenerating axons past the crush site. Loss of *Fasn* in SGC impaired axon regeneration, demonstrated by reduced axonal length and lower regeneration capacity (Fig. 6a–c). We also tested if loss of *Fasn* has an effect on the conditioning injury paradigm, in which a prior nerve injury increases the growth capacity of neurons^67^. Isolated DRG neurons from naïve and injured *FasncKO* and control mice were cultured for 20 h (Fig. 6d). In naïve animals, typically only few neurons extend short neurites, whereas a prior injury leads to more neurons initiating neurite growth and longer neurites (Fig. 6d–f). In *FasncKO* mice, naïve neurons presented similar neurite length to control naïve animals with a similar number of neurons initiating neurite growth. In contrast, a prior injury in *FasncKO* mice only partially conditioned the neurons for growth. Neurons in injured *FasncKO* displayed reduced neurite length compared to injured controls, but a similar number of neurons initiating neurite growth (Fig. 6d–f). These results indicate that *Fasn* expression in SGC contributes to the conditioning effect and the elongating phase of axon growth.

**Fig. 6:**
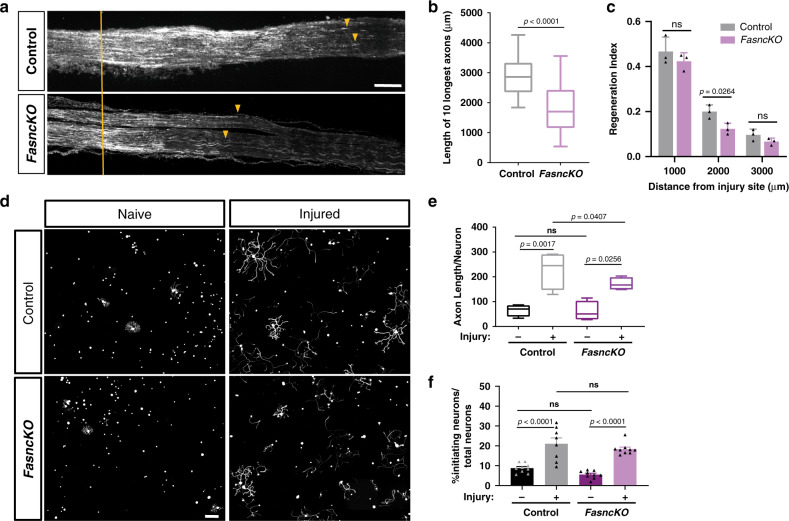
*Fasn* deletion in SGC impairs axon regeneration. **a** Representative longitudinal sections of sciatic nerve from control and *FasncKO* mice 3 days after sciatic nerve injury, stained for SCG10. Orange lines indicate the crush site, identified as the maximal SCG10 intensity. Arrowheads indicate longest regenerating axons. Scale bar: 500 µm. **b** Length of the longest 10 axons was measured in 10 sections for each nerve. **c** Regeneration index was measured as SGC10 intensity normalized to the crush site. **d** Representative images of dissociated DRG neurons from control and *FasncKO*, cultured for 20 h, from naïve and injured (3 days post conditioning sciatic nerve injury) and stained with the neuronal marker TUJ1. Scale bar: 200 µm. **e** The length of axons per neuron was measured. Automated neurite tracing analysis using Nikon Elements of about 500 neurons per replicate. **f** Percentage of initiating neurons normalized to the total number of neurons was measured in 8 independent animals, average of 500 neurons per replicate. Automated neurite tracing analysis using Nikon Elements. One way ANOVA. Sidak’s multiple comparisons test ns-non-significant. *n* = 8 biologically independent animals examined over 2 independent experiments for (**a**–**f**). *P* values determined by two tailed *t* test presented in (**b**) and One way ANOVA followed by Sidak’s multiple comparisons test in (**c**, **e** and **f**). Data are presented as mean values ± SEM. The boxplots in **b** and **e** extends from the 25th to 75th percentiles and the whiskers go down to the smallest value and up to the largest where the box middle line is the median. Source data are provided as a Source Data file for (**b**, **c**, **e**, **f**).

### Activation of PPARα in SGC contributes to axon regeneration

To understand the mechanism by which *Fasn* in SGC regulates axon regeneration, we examined the role of PPARs, which represent a unique set of lipid regulated transcription factors^25^. FASN synthesizes palmitic acid, which is the substrate for the synthesis of more complex lipid species^27^, including phospholipids. Importantly, it is not palmitic acid per se that is required for PPAR activation, but phospholipids^28,29^. Our scRNAseq analysis revealed that *Pparα*, but not *Pparγ*, was enriched in the SGC cluster, along with known PPARα target genes *Ppargc1α*, *Fads2* and *Pex11a*^68^ (Fig. 7a). These PPARα target genes were also upregulated after injury in the SGC cluster (Fig. 7b and Supplementary Data 3, 4). 

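*Ppara* was highest in SGC-like cells, at 6.62 ± 2.20 CPM (SD, n = 4 libraries), followed by connective tissue-like cells at 3.69 ± 1.08. Its share at 1000 UMIs per cell was 0.354% in connective tissue-like cells (1.53% unthinned). At these counts it fell below the filter of the enrichment test. *Pparg* gave 1 UMI in SGC-like cells. It was highest in endothelial-like cells, with 37 UMIs and 15.8 ± 7.42 CPM. *Ppargc1a* was at 40.2 ± 10.5 CPM in SGC-like and 28.5 ± 22.5 in Schwann-like cells, with a log2 fold of 4.13 over the other named types (SE 0.44, adjusted p = 9.03e-11, edgeR). *Fads2* was at 42.9 ± 21.4 CPM, against 19.6 ± 20.2 in smooth muscle-like cells, with a log2 fold of 4.67 (SE 0.43, adjusted p = 1.71e-12). *Pex11a* was at 79.2 ± 27.6 CPM, against 9.98 ± 7.72 in macrophage-like cells, with a log2 fold of 4.74 (SE 0.27, adjusted p = 1.01e-19).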

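*Ppargc1a* was at 30.3 and 49.4 CPM in SGC-like cells of control replicates 1 and 2 and at 31.9 and 49.1 CPM in injury replicates 1 and 2, a log2 fold change of -0.06 (SE 0.37). *Fads2* was at 11.4 and 48.4 CPM in control and 54.3 and 57.6 CPM after injury, a log2 fold change of 0.62 (SE 0.46). *Pex11a* was at 41.7 and 108 CPM in control and 81.8 and 85.3 CPM after injury, a log2 fold change of 0.05 (SE 0.41). The adjusted p of each was 1.00 in edgeR's quasi-likelihood test. The *Fads2* value rests on control replicate 1. Without that library its log2 fold change was 0.21, and without control replicate 2 it was 2.48. *Ppara* itself was at 7.58 and 3.42 CPM in control and 8.38 and 7.11 CPM after injury.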

PPARα regulates the expression of genes involved in lipid and carbohydrate metabolism^25^. This is consistent with our GO analysis of upregulated genes after injury that indicated an enrichment of the PPAR signaling pathway and lipid metabolism in SGC after injury (Fig. 3a and Supplementary Data 4). 

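A list of PPARα target genes, written before the data were examined, had 39 tested members in SGC-like cells, 25 of them higher after injury. Their median log2 fold change was 0.11 (fry, Benjamini-Hochberg adjusted p = 0.974; 2 libraries per condition). Camera placed the list below an unadjusted 0.05, which did not hold under fry. Adjusted over the list alone, 0 genes passed 0.05 in edgeR (smallest 0.923). Of the 13 genes that Supplementary Data 4 gives under PPAR signaling, 11 were higher after injury, with a median log2 fold change of 0.25. None of the 13 passed an adjusted p of 0.05 over that list alone.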

We further confirmed the enrichment of PPARα target genes in SGC vs. neurons using an RNAseq data set from purified nociceptors in naïve condition and 3 days post injury that we previously generated^69^ (Fig. 7b). Immunostaining of DRG sections in naïve and injured conditions revealed that PPARα expression is enriched in SGC, but not in neurons (Fig. 7c and Supplementary Fig. 6a). Furthermore, a recent study that examined the transcriptional profile of neurons at single cell resolution in naïve and injured conditions revealed that *Pparα* and PPARα target genes are not expressed in neurons^70^. These observations indicate that PPARα signaling is enriched in SGC and suggest that fatty acid synthesis in SGC regulates PPARα-dependent transcription.

**Fig. 7:**
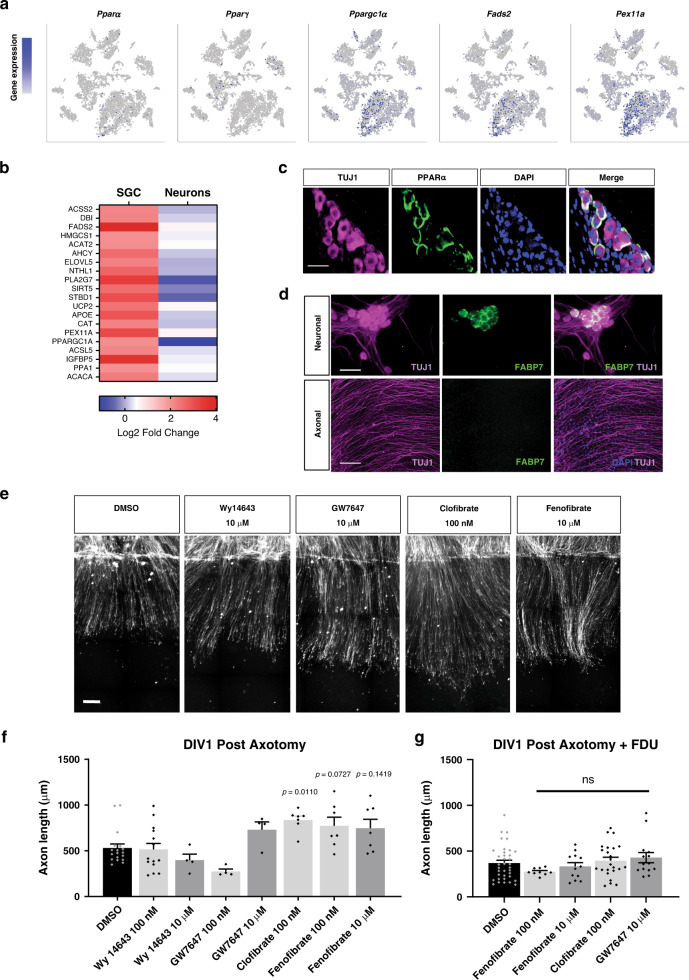
Activation of PPARα in SGC promotes axon regeneration in neuron-SGC cocultures. **a** t-SNE overlay for expression of the genes *Pparα*, *Pparγ*, and *Pparα* target genes *Ppargc1a*, *Fads2*, and *Pex11a*. **b** Heat map of PPARα target genes expression after nerve injury in SGC and neurons. **c** Representative images of DRG sections immunostained for PPARα (green) and TUJ1 (magenta). *n* = 3 biologically independent animals. Scale bar: 100 µm. **d** Neuronal and axonal area in embryonic DRG spot co-cultures at DIV7, immunostained for FABP7 (green) and TUJ1 (magenta). *n* = 3 biologically independent experiments. Scale Bar: 100 µm (neuronal) and 50 µm (axonal). **e** Embryonic DRG spot co-cultures axotomized at DIV7 after a 24 h pre-treatment with the indicated PPARα agonists at the indicated concentration. Cultures were fixed after 24 h and stained with SCG10. Scale Bar: 50 µm. **f** Distance of regenerating axons was measured from the injury site from images shown in (**e**). **g** Embryonic DRG spot culture was supplement with FDU (5-deoxyfluoruridine) to eliminate dividing cells in the culture. Axotomy was performed at DIV7 after a 24 h pre-treatment with the indicated PPARα agonists. Distance of regenerating axons was measured from injury site after 24 h. ns-non significant. *n* = 4 biologically independent animals examined over 2 independent experiments for (**f** and **g**). *P* values determined by One way ANOVA followed by Dunnett’s multiple comparisons test are presented in (**f** and **g**). Data are presented as mean values ± SEM. Source data are provided as a Source Data file for (**f** and **g**).

Whereas biologic PPARα agonists consist of a broad spectrum of ligands^68^, synthetic PPARα agonists include clofibrate, fenofibrate, bezafibrate, gemfibrozil, Wy14643, and GW7647. To test the effect of these PPARα agonists on axon regeneration, we modified our spot culture assay, in which embryonic DRG are dissociated and cultured in a spot, allowing axons to extend radially from the spot^63,65^. This assay recapitulates for the most part what can be observed in vivo in the nerve^63–65^, and is thus suitable to test compounds affecting axon regeneration. By not including the mitotic inhibitor 5-deoxyfluoruridine (FDU) to eliminate dividing cells, we observed SGC, labeled with FABP7 in the cell soma area, where they surround neurons by DIV7 (Fig. 7d, Supplementary Fig. 5a, b) but not in the axon region (Fig. 7d, Supplementary Fig. 5a, b). The PPARα agonists clofibrate, fenofibrate, Wy14643 and GW7647 were added to the media at 2 concentrations (10 μM and 100 nM) at DIV6. Axons were cut using a microtome blade at DIV7 and allowed to regenerate for 24 h, fixed and stained for SCG10 to visualize axon regeneration^66^. Regenerative length was measured from the visible blade mark to the end of the regenerating axon tips (Fig. 7e, f). Whereas Wy14643 and GW7647 had no effect on axonal regeneration compared to DMSO, clofibrate (100 nM) and fenofibrate (100 nM, 10 μM) increased axon growth after axotomy (Fig. 7f). However, clofibrate at a higher concentration (10 μM) caused cell death and axonal degeneration. To ensure that the increased regeneration effect was mediated by SGC and was not due to PPARα activation in neurons, we tested fenofibrate, clofibrate, and GW7647 in spot cultures treated with FDU, in which no FABP7 positive cells was detected at DIV7 (Supplementary Fig. 5b). In these conditions, we observed no increase in axon regeneration (Fig. 7g and Supplementary Fig. 5c). These results indicate that activation of PPARα signaling in SGC promote axon growth, although we cannot fully exclude that other cell types present in the spot culture contribute to this effect.

### Fenofibrate treatment rescues the absence of *Fasn* in SGC

In the absence of *Fasn* in SGC, PPARα may lack its endogenous agonist and PPARα signaling following nerve injury in SGC may be compromised. To test this hypothesis, we determined if fenofibrate can rescue the axon regeneration defects that we observed in the *FasncKO* mice. We chose fenofibrate for these in vivo experiments because it is FDA-approved to treat dyslipidemia^71^, is a specific PPARα agonist with minimal activity toward PPARγ and can be delivered easily in the diet^72^. Control and *FasncKO* mice were fed with chow supplemented with fenofibrate, as described^72^ for 2 weeks prior to nerve injury. *Pparα* as well as PPARα target genes were upregulated in the DRG of fenofibrate fed mice compared to mice fed with a normal diet (Fig. 8a). Immunostaining of DRG sections showed that fenofibrate treatment did not lead to PPARα expression in neurons (Supplementary Fig. 6a), indicating that the upregulation of PPARα target genes observed in whole DRG is occurring in SGC and not in neurons. The reduced *Atf3* expression in the DRG after nerve injury in the *FasncKO* compared to control was rescued in the *FasncKO* mice fed with fenofibrate (Fig. 8b). Since ATF3 upregulation in response to injury occurs mainly in neurons (Supplementary Fig. 6b), this result suggest that fenofibrate can compensate for the lack of *Fasn* in SGC and can rescue the neuronal response to injury. Another proregenerative neuronal gene, *Gap43*, showed a similar trend as *Atf3*. *Gap43* reduced expression in response to injury in the *FasncKO* was rescued with the fenofibrate diet (Supplementary Fig. 6c). In the *FasncKO*, we also noted an increase in *Gap43* in naïve conditions with the fenofibrate diet compared to normal diet (Supplementary Fig. 6c). This is consistent with previous reports that lipoproteins secreted from glial cells upregulate mRNA expression of *Gap43* in hippocampal neurons^33^. In contrast, *Jun*, which is also considered to be a proregenerative gene, was not affected in the *FasncKO* or by fenofibrate treatment (Supplementary Fig. 6d). Because we assessed *Atf3*, *Gap43*, and *Jun* expression in whole DRG, we cannot exclude the possibility that other cell types regulate the expression of these genes in response to injury and fenofibrate treatment. We found that the impaired axon regeneration in *FasncKO* mice was rescued by the fenofibrate diet (Fig. 8c–e). The fenofibrate diet also rescued the impaired axon growth in the conditioning paradigm (Fig. 8f, g), with no change in the percent of neurons initiating growth (Fig. 8h). The regeneration of peripheral sensory neurons after injury is a relatively efficient process and we did not observe further improvement in both in vivo and in vitro experiment in control animals treated with fenofibrate (Fig. 8c–h). These results suggest that by activating PPARα, fenofibrate rescues the absence of *Fasn* in SGC. We cannot exclude the possibility that fenofibrate may also operate via other mechanisms in other cell types. However, these results are consistent with the notion that in response to axon injury, FASN expression in SGC activates PPARα signaling to promote axon regeneration in adult peripheral nerves.

**Fig. 8:**
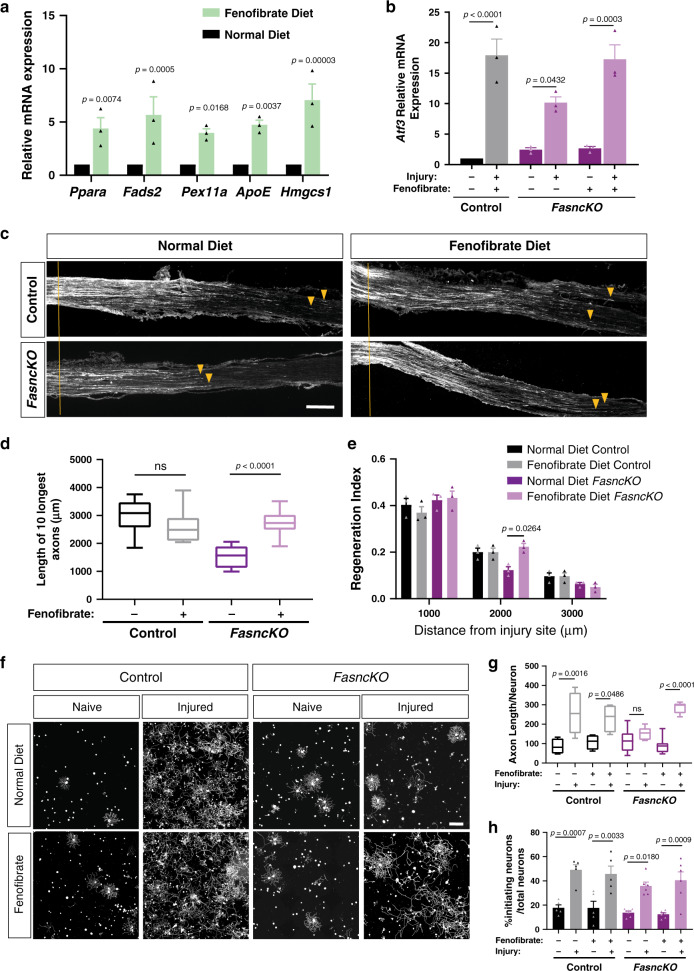
Activation of PPARα in SGC promotes axon regeneration. **a** qPCR analysis of PPARα target genes expression in DRG from mice fed with a normal diet vs. fenofibrate diet. **b** qPCR analysis of *Atf3* expression in DRG from control and *FasncKO* mice in naïve and 3 days after sciatic nerve injury with and without fenofibrate. **c** Representative longitudinal sections of sciatic nerve from *FasncKO* mice fed with a normal diet or fenofibrate diet, stained for SCG10. Orange lines indicate the crush site, arrow heads indicate longest axons Scale Bar: 500 µm. **d** Length of the longest 10 axons was measured in 10 sections for each nerve. ns-non significant. **e** Regeneration index was measured as SGC10 intensity normalized to the crush site. **f** Representative images of dissociated DRG neurons from control and *FasncKO* mice fed with a normal diet or fenofibrate diet, cultured for 20 h and stained with TUJ1. Scale bar: 200 µm. **g** Length of axons per neuron was measured with average of 500 neurons per replicate. ns-non significant. **h** Percentage of initiating neurons out of total number of neurons was measured. Average of 500 neurons per replicate. Automated neurite tracing analysis using Nikon Elements. *n* = 3 biologically independent animals in (**a** and **b**) and *n* = 8 in (**c**–**e**). *n* = 8 biologically independent animals examined over 2 independent experiments in (**f**–**h**). *P* values determined by One way ANOVA followed by Sidak’s multiple comparisons test for (**a**, **b**, **d**, **e**, **g**, **h**). The box plots in (**d** and **g**) extends from the 25th to 75th percentiles and the whiskers go down to the smallest value and up to the largest where the box middle line is the median. Data are presented as mean values +/− SEM. Source data are provided as a Source Data file for (**a**, **b**, **d**, **e**, **g**, **h**).

## Discussion

A role for SGC in nerve regeneration has not been considered and the biology of SGC is very poorly characterized under normal or pathological conditions. Our unbiased single cell approach characterized the molecular profile of SGC and demonstrated that SGC play a previously unrecognized role in peripheral nerve regeneration, in part via injury induced activation of PPARα signaling. Our results highlights that the neuron and its surrounding glial coat form a functional unit that orchestrates nerve repair.

SGC have been identified mostly based on their morphology and location. Several SGC markers have been characterized, but no useful markers that can be used to purify SGC and understand their biology at the molecular level have been identified so far. Although a previous study reported that SGC are very similar to Schwann cells^9^, this conclusion was drawn from the analysis of cultured and passaged SGC and Schwann cells. Other SGC isolation methods rely on immunoreactivity to SK3^39^ or on multiple sucrose gradients and cell plating^9^. One recent paper used immunisolation based on GS expression in SGC to examine their transicptonal profile and response to injury^38^. Whereas at the immunostaining level, GS appear specifc to SGC, it does not appear to label all SGC^38^. At the gene expression level, our data reveal that GS is expressed by many cell types in the DRG. Therefore immunoisolation based on GS expression might represent a subset of SGC and might not entirely be speciifc to SGC^38^. Our single cell approach is unbaised to any predetermined markers and provides the advantage of minimal time between dissociation and analysis to capture more accurately the transcription status of the cells. Using this method, we demonstrate that SGC represent a unique cell population in the DRG, which share some molecular markers with Schwann cells as well as astrocytes.

We also characterized *Fabp7* as a marker for adult SGC and a mouse line, *BLBPcre-ER*^50^, that can be used to manipulate SGC specifically in the DRG. Because *Fabp7* is expressed in radial glial cells as well as neuronal progenitors and is critical for neurogenesis in the CNS^44,73^ this mouse line needs to be used in an inducible manner in adult mice to avoid targeting other cells during development. It is also important to note that *Fabp7* is expressed in astrocytes, where it is important for dendritic growth and neuronal synapse formation^74^ as well as for astrocyte proliferation during reactive gliosis^75^, and thus the *BLBPcre-ER* line will also target astrocytes in the CNS. SGC are believed to share common features with astrocytes, such as expression of Kir4.1 and functional coupling by gap junctions^5,11,13^, with SGC surrounding the same neuron connected by gap junctions. The *BLBPcre-ER* mouse line thus represents a useful tool to study SGC in the PNS.

Injury related changes in SGC have been studied in pathological conditions such as inflammation, chemotherapy-induced neuropathic pain, and nerve injuries^5,18,19,76^. Nerve injury was shown to increases SGC communication via gap junctions^76^, leading to increased neuronal excitability^19^. Nerve lesions also induce an increase in GFAP expression^13,18,21^. In our single cell data, we also found increased expression of connexin43/*Gja1* and *Gfap* after nerve injury. Whereas prior studies suggested SGC proliferation after injury^5,11,13^, a recent study demonstrated that cell proliferation occurred in macrophages but not in SGC after nerve injury^38^. Our results are in agreement with this latter study, as we did observe enrichment for cell cycle markers in macrophages, and these cell cycle markers were downregulated in SGC 3 days after nerve injury. Prior studies relied largely on morphological location of cell cycle markers relative to neurons^11,13,15^, and it is thus possible that macrophages infiltrating between neuron and SGC^77^ were misidentified as proliferating SGC.

Our analysis revealed that SGC activate PPARα signaling to promote axon regeneration in adult peripheral nerves. PPARs are ligand-activated nuclear receptors with the unique ability to bind lipid signaling molecules and transduce the appropriate signals derived from the metabolic environment to control gene expression^25^. Accordingly, PPARs are key regulators of lipid and carbohydrate metabolism. PPARs can sense components of different lipoproteins and regulate lipid homeostasis based on the need of a specific tissue^26^. Three different PPAR subtypes are known; PPARα, PPARβ/δ, and PPARγ^26^. PPARγ is important in neurons for axon regeneration^31^. However *Pparγ* is not expressed in SGC according to our scRNAseq data. Rather, our results indicate that *Pparα* is enriched in SGC and required for efficient nerve regeneration, at least at early time points after nerve injury. Whether SGC contribute to sustain regenerative growth until the target is reinnervated and whether different neuronal subtypes are differentially affected by PPARα signaling in SGC remains to be tested. Fenofibrate is a specific PPARα agonist, making it unlikely that the rescue effects we observed in *FasncKO* mice are due to activation of PPARγ in neurons. PPARα and PPARα target genes are also highly enriched in SGC, suggesting that fenofibrate acts on SGC rather than other resident cells in DRG to enhance axon regeneration. We also show that fenofibrate does not improve axon regeneration in neuronal cultures that do not contain SGC. However, we cannot exclude the possibility that fenofibrate may operate via other mechanisms in other cell types in vivo. Fenofibrate is used clinically to treat lipid disorders, but was unexpectedly shown in clinical trials to have neuroprotective effects in diabetic retinopathy^78,79^ and in traumatic brain injury^80^. Our findings suggest that fenofibrate may be used to activate SGC and enhance axon regeneration in circumstances with poor sensory axon growth, such as after injury to dorsally projecting sensory axons in the spinal cord or peripheral nerve repair. Although fenofibrate treatment did not improve locomotor recovery following spinal contusion injury in mice^81^, a slight trend for increased tissue sparing was observed. Whether fenofibrate can improve centrally projecting sensory axon growth will need to be rigorously tested.

Biologic PPARα agonists consist of saturated and unsaturated phospholipids, eicosanoids, and glucocorticoids^26^. FASN synthesizes palmitic acid, which is the substrate for the synthesis of more complex lipid species^27^. FASN is partially localized in peroxisomes, where ether lipids such as plasmalogens are synthesized^27^. In the liver, FASN is required for generating the endogenous ligand for PPARα^28^, whereas in adipose tissue, FASN is required for generating endogenous ligands for PPARγ^29^. Importantly, it is not palmitic acid per se that is required for PPAR activation but phospholipids. Phospholipid synthesis through the Kennedy pathway preferentially requires endogenous palmitate synthesis by FASN rather than circulating palmitate from the diet^28,29^. Our findings thus suggest that in SGC, FASN generates ligands PPARα following nerve injury and that FASN dependent PPARα activation contributes to promote axon regeneration. Future experiments to conditionally delete Pparα from SGC may further strengthen the case that FASN dependent PPARα activation in SGC after injury represents an important part of the injury response to stimulate axon repair.

How do lipid metabolism and PPARα signaling in SGC contribute to stimulate axon regeneration? Although addressing this question will require further investigation, our data indicate that *Fasn* expression in SGC participates in the regulation of a subset of regeneration associated genes after injury, including *Atf3* and *Gap43*. This is consistent with previous reports that ApoE-containing lipoproteins secreted from glial cells lead to the upregulation of *Gap43* mRNA in hippocampal neurons^33,82^. Together, these findings suggest that SGC contribute to regulate gene expression in neurons. It is also plausible that SGC impact neurons through lipid transfer. Indeed, lipids can be exogenously supplied by lipoproteins secreted from glial cells to stimulate neurite growth. Several studies have suggested a role for *ApoE*, a PPARα target gene, in lipid delivery for growth and regeneration of axons after nerve injury^34,82,83^ and ApoE expression is increased in glial cells after nerve injury^36,37^. 

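In SGC-like cells *Apoe* was at 52457 and 94268 CPM in control replicates 1 and 2 and at 80340 and 89663 CPM in injury replicates 1 and 2. The log2 fold change was 0.28 (SE 0.53, adjusted p = 1.00 from edgeR's quasi-likelihood test), within the spread between the control libraries. Without control replicate 1 it was -0.14. Its level rose between the libraries numbered 1 and was lower after injury between those numbered 2. The fenofibrate-treated cells were not analysed here.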

In agreement with these previous reports, our data indicate that *ApoE* mRNA levels are elevated in SGC after nerve injury and also following fenofibrate treatment. A recent study described downregulation of a few genes related to cholesterol metabolism after injury in SGC, but whether and how this contributes to axon repair has not been evaluated^38^. Cholesterol depletion was also shown to improve axon regeneration^84^, which contrasts with earlier studies showing that cholesterol is required for axonal growth and can be synthesized in neurons or exogenously supplied from lipoproteins to axons of cultured neurons^34^. It will therefore be interesting to determine if lipid metabolism affecting cholesterol, fatty acids, and phospholipids in SGC regulates axon regeneration through paracrine effects on neurons.

Our study suggests that what has been defined as a neuronal intrinsic response to injury, namely upregulation of regeneration associated genes, such as *Atf3* and *Gap43* in neurons^1,2^, may depend in part on signaling from SGC surrounding the neuronal soma. The neuron and its surrounding glial coat may thus form a functional unit that orchestrates nerve repair. Our single cell data set also highlights that other cell types, including endothelial cells, mesenchymal cells, and macrophages in the DRG respond to a distant nerve injury. Future studies are needed to elucidate the complex cellular cross talks operating in the DRG after nerve injury that contribute to nerve repair.

## Methods

### Animals and procedures

All surgical procedures were completed as approved by Washington University in St. Louis School of Medicine Institutional Animal Care and Use Committee’s regulations. During surgery, 8–12 week old C57Bl/6 mice of the indicate genotype were anesthetized using 2% inhaled isoflurane. For analgesia, 1 mg/kg buprenorphine SR-LAB (ZooPharm) was administered subcutaneously. For sciatic nerve injuries, the sciatic nerve was exposed at mid thigh level and crushed for 10 s using a #55 forceps coated with charcoal, which is used to label the injury site for analysis. The wound was closed using wound clips and both injured L4 and L5 DRG and sciatic nerve were dissected at the indicated time post-surgery. Contralateral nerve and DRG served as uninjured controls, when needed. Tamoxifen (500 mg per kg diet, TD.130858) and Fenofibrate (0.2%, Sigma Cat# F6020) were administrated as chow pellets (Envigo Teklad).

### Mouse strains

A 8–12 weeks old male and female mice were used for all experiments, except for scRNAseq experiment, where only C57Bl/6 females were used *Rosa26-ZsGreen* also known as Ai6(RCL-ZsGreen) was obtained from Jackson RRID:IMSR_JAX:007906; *Fabp7KO* mouse line was a generous gift from Dr. Owada^47^. The *Sunf1GFP* mice *(Gt(ROSA)26Sortm5(CAG-Sun1/sfGFP)Nat)* was a generous gift from Dr. Harrison Gabel. Mice carrying floxed *Fasn* alleles were previously generated^56^. The *BLBPcre-ER* mouse line^50^ was a generous gift from Dr. Toshihiko Hosoya.

### Single cell RNAseq

L4 and L5 DRG’s from mice 8–12 weeks old were collected into cold Hank’s balanced salt solution (HBSS) with 5% Hepes, then transferred to warm Papain solution and incubated for 20 min in 37 °C. DRG’s were washed in HBSS and incubated with Collagenase for 20 min in 37 °C. Ganglia were then mechanically dissociated to a single cell suspension by triturating in culture medium (Neurobasal medium), with Glutamax, PenStrep and B-27. Cells were washed in HBSS + Hepes +0.1%BSA solution, passed through a 70-micron cell strainer. Hoechst dye was added to distinguish live cells from debris and cells were FACS sorted using MoFlo HTS with Cyclone (Beckman Coulter, Indianapolis, IN). Sorted cells were washed in HBSS + Hepes+0.1%BSA solution and manually counted using hemocytometer. Solution was adjusted to a concentration of 500cell/microliter and loaded on the 10X Chromium system. Single-cell RNA-Seq libraries were prepared using GemCode Single-Cell 3′ Gel Bead and Library Kit (10x Genomics), which recognizes a general gene but not a unique transcript or splicing variants, therefore we use the term ‘gene expression’ and not “transcript expression.” A digital expression matrix was obtained using 10X’s CellRanger pipeline (Build version 2.1.0) (Washington University Genome Technology Access Center). Quantification and statistical analysis were done with Partek Flow package (Build version 9.0.20.0417).

Filtering criteria: Low quality cells and potential doublets were filtered out from analysis using the following parameters; total reads per cell: 600–15000, expressed genes per cell: 500–4000, mitochondrial reads <10%. A noise reduction was applied to remove low expressing genes < = 1 count. Counts were normalized and presented in logarithmic scale in CPM (count per million) approach. An unbiased clustering (graph based clustering) was done and presented as t-SNE (t-distributed stochastic neighbor embedding) plot, using a dimensional reduction algorithm that shows groups of similar cells as clusters on a scatter plot. Differential gene expression analysis performed using an ANOVA model; a gene is considered differentially-expressed (DE) if it has an false discovery rate (FDR) step-up (*p* value adjusted). *p* ≤ 0.05 and a Log2fold-change ≥ ± 2. The data was subsequently analyzed for enrichment of GO terms and the KEGG pathways using Partek flow pathway analysis. Partek was also used to generate figures for t-SNE and scatter plot representing gene expression.

### Tissue preparation and immunohistochemistry

After isolation of either sciatic nerve or DRG, tissue was fixed using 4% paraformaldehyde for 1 h at room temperature. Tissue was then washed in PBS and cryoprotected using 30% sucrose solution at 4 C overnight. Next, the tissue was embedded in O.C.T., frozen, and mounted for cryosectioning. All frozen sections were cut to a width of 12 µm for subsequent staining. For immunostaining of DRG and nerve sections, slides were washed 3x in PBS and then blocked for in solution containing 10% goat serum in 0.2% Triton-PBS for 1 h. Next, sections were incubated overnight in blocking solution containing primary antibody. The next day, sections were washed 3x with PBS and then incubated in blocking solution containing a secondary antibody for 1 h at room temperature. Finally, sections were washed 3x with PBS and mounted using ProLong Gold antifade (Thermo Fisher Scientific). Images were acquired at 10x or 20x using a Nikon TE2000E inverted microscope and images were analyzed using Nikon Elements. Antibodies were as follow: SCG10/Stmn2 (1:1000; Novus catalog #NBP1-49461, RRID:AB_10011569), Tubb3/βIII tubulin antibody (BioLegend catalog #802001, RRID:AB_291637), Griffonia simplicifolia isolectin B4 (IB4) directly conjugated to Alexa Fluor 488 or Alexa Fluor 594 (Thermo Fisher Scientific catalog #I21411 and #I21413), Fabp7 (Thermo Fisher Scientific Cat #PA5-24949, RRID:AB_2542449), cleaved caspase 3 (CST Cat #9664, RRID:AB_2070042), Fasn (Abcam, Catalog #ab128870), Glutamine synthase (Abcam, Catalog #ab49873), PPARα (Thermo Fisher Scientific, Catalog #PA1-822A). Stained sections with only secondary antibody were used as controls.

### DRG cultures and regeneration assays

For in vitro regeneration assay, DRG were isolated from time pregnant e13.5 CD-1 mice. DRG were kept in cold HBSS media until all DRGs were collected. After a short centrifugation, dissection media was aspirated and ganglia were digested in 0.05% Trypsin-EDTA for 25 min in 37 °C. Next, cells were pelleted by centrifuging for 2 min at 500 × *g*, the supernatant was aspirated, and Neurobasal was added. Cells were then triturated 25x and added to the growth medium containing Neurobasal media, B27 Plus, 1 ng/ml NGF, Glutamax, and Pen/Strep, with or without 5 μM 5-deoxyfluoruridine (FDU). Approximately 10,000 cells were added to each well in a 2.5 μl spot. Spotted cells were allowed to adhere for 10 min before the addition of the growth medium. Plates were pre-coated with 100 ug/ml poly-D-lysine. For regeneration assays, PPARα agonists were added to the culture on DIV6. Fenofibrate (Cayman cat #49562-28-9), Clofibrate (Cayman cat #637-07-0), Wy14643 (Cayman cat #50892-23-4), GW7647 (Cayman cat #265129-71-3). Axons were then injured using an 8 mm microtome blade on DIV7 and fixed 24 h later. Cells were washed with PBS and stained for SCG10 as described above.

For adult DRG cultures, DRG were dissected from naïve and injured mice. Cells were prepared as described above for single cell protocol and cultured on 100ug/ml poly-D-lysine coated plates and fixed 20 h later. Cultures were then used for electrophysiological recording 24 h after plating or fixed and stained with the indicated antibody. Images were acquired at 10x using a Nikon TE2000 microscope and image analysis was completed using Nikon NIS-Elements (Version 4.60).

### Image analysis

For sciatic nerve injury experiments, images were quantified in two ways. First, the injury site was defined as the area with maximal SCG10 intensity by drawing lines (16 × 32 pixels per line) perpendicular to the long nerve axis for every nerve section around the injury area (labeled by charcoal). The line with highest intensity was determined as the injury site. To measure the longest 10 axons, vertical lines were drawn away from the injury site till labeling SCG10 positive axon tips and the average length reported. To measure the regeneration index, SCG10 intensity was quantified at 1, 2, and 3 mm from the injury site using a line drawn perpendicular to the long nerve axis. The intensity was normalized to the injury site and the percent intensity was reported. This measure takes into account both the length and the number of regenerating axons. For both length and intensity quantifications, five sections per biological replicate were averaged.

For embryonic DRG experiments, regenerative length was measured from the visible blade mark to the end of the regenerating axons. Each technical replicate was measured 4–6 times and three technical replicates were measured per biological replicate.

To determine the cleaved caspase staining area, a binary was generated to fit the positive signal, and positive staining area was measured. That area was internally normalized to Dapi positive staining area.

### RNA isolation and quantitative PCR

DRG and nerves were lysed and total RNA was extracted using Trizol reagent (Thermo Fisher, Cat #15596026). Next, RNA concentration was determined using a NanoDrop 2000 (Thermo Fisher Scientific). First strand synthesis was then performed using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems). Quantitative PCR was performed using PowerUp SYBR Green master mix (Thermo Fisher, Cat #a25742) using 5 ng of cDNA per reaction. Plates were run on a QuantStudio 6 Flex and analyzed in Microsoft Excel. The average Ct value from three technical replicates was averaged normalized to the internal control Rpl13a. All primer sequences were obtained from PrimerBank^85^ and product size validated using agarose gel electrophoresis.

Pparα (PrimerBank ID 31543500a1) Forward Primer AGAGCCCCATCTGTCCTCTC

Reverse Primer ACTGGTAGTCTGCAAAACCAAA

Pex11a (PrimerBank ID 6755034a1) Forward Primer GACGCCTTCATCCGAGTCG Reverse Primer CGGCCTCTTTGTCAGCTTTAGA.

Fads2 (PrimerBank ID 9790070c1) Forward Primer TCATCGGACACTATTCGGGAG Reverse Primer GGGCCAGCTCACCAATCAG.

Hmgcs1 (PrimerBank ID 31981842a1) Forward Primer AACTGGTGCAGAAATCTCTAGC Reverse Primer GGTTGAATAGCTCAGAACTAGCC

ApoE (PrimerBank ID 6753102a1) Forward Primer CTGACAGGATGCCTAGCCG Reverse Primer CGCAGGTAATCCCAGAAGC

ATF3 (PrimerBank ID 31542154a1) Forward Primer GAGGATTTTGCTAACCTGACACC Reverse Primer TTGACGGTAACTGACTCCAGC

Gap43 (PrimerBank ID 6679935a1) Forward Primer TGGTGTCAAGCCGGAAGATAA Reverse Primer GCTGGTGCATCACCCTTCT

Jun (PrimerBank ID 6680512a1) Forward Primer TCACGACGACTCTTACGCAG Reverse Primer CCTTGAGACCCCGATAGGGA

Rpl13a (PrimerBank ID 334688867c2) Forward Primer AGCCTACCAGAAAGTTTGCTTAC Reverse Primer GCTTCTTCTTCCGATAGTGCATC

### Electrophoresis and western blot

DRG and sciatic nerve samples were lysed in 5 × SDS loading buffer, heated at 95 °C for 5 min and were run in on 8–16% NuPAGE SDS-PAGE gradient gel (Life Technologies) in MOPS SDS Running Buffer (Life Technologies) and transferred to 0.45 μm nitrocellulose membranes (Amersham). Next, these membranes were blocked in blocking buffer 3% BSA in 0.1% Tween-20 at pH 7.6 for 1 h, and incubated at 4 °C overnight in blocking buffer with primary antibodies. Membranes were then washed in TBST 3 times, incubated with horseradish peroxidase-conjugated antirabbit or antimouse IgG (Invitrogen) for 1 h at room temperature, washed in TBST three times, and developed with SuperSignal West Dura Chemiluminescent Substrate (Thermo Scientific). The membranes were imaged using ChemiDoc System (Bio Rad) and analyzed with ImageLab software. Gapdh (Santa Cruz, catalog#sc25778) was used as loading control for quantification of the protein blots, Fasn intensity was normalized to the intensity of Gapdh.

### Whole-cell electrophysiology

Whole-cell patch-clamp recordings in a current-clamp mode were performed using a Multiclamp 700B amplifier (Molecular Devices) from short-term cultures (24 h after plating) of isolated DRG neurons and glia, visually identified with infrared video microscopy and differential interference contrast optics (Olympus BX51WI). Current-clamp recordings were made with pipette capacitance compensation and bridge-balance compensation. Recordings were conducted at near-physiological temperature (33–34 °C). The recording electrodes were filled with the following (in mM): 130 K-gluconate, 10 KCl, 0.1 EGTA, 2 MgCl_2_, 2 ATPNa_2_, 0.4 GTPNa, and 10 HEPES, pH 7.3. The extracellular solution contained (in mM): 145 NaCl, 3 KCl, 10 HEPES, 2.5 CaCl_2_, 1.2 MgCl_2_, and 7 glucose, pH 7.4 (saturated with 95% O_2_ and 5% CO_2_). For determination of AP threshold, APs were evoked by a ramp current injection (0.1 pA/ms)^86^ with a hyperpolarizing onset to ensure maximal Na^+^ channel availability before the first AP. The AP thresholds were determined only from the first APs of ramp-evoked AP trains. AP threshold (i.e., threshold voltage) was defined as the voltage at the voltage trace turning point, corresponding to the first peak of 3rd order derivative of AP trace^86^. Data were averaged over 5–8 trials for each cell. Resting membrane potential (RMP) was measured immediately after whole-cell formation. Cell capacitance was determined by the amplifier’s auto whole-cell compensation function with slight manual adjustment to optimize the measurement if needed. Under current-clamp mode, a negative current (−50 pA for 500 ms) was injected every 5 s to assess the input resistance.

### TEM

Mice were perfused with 2.5% glutaraldehyde and 4% paraformaldehyde in 0.1 M Cacodylate buffer, followed by post fix. A secondary fix was done with 1% osmium tetroxide. For Transmission electron microscopy (TEM), tissue was dehydrated with ethanol and embedded with spurr’s resin. Thin sections (70 nm) were mounted on mesh grids and stained with 8% uranyl acetate followed by Sato’s lead stain. Sections were imaged on a Jeol (JEM-1400) electron microscope and acquired with an AMT V601 digital camera. (Washington University Center for Cellular Imaging).

### Quantification and statistical analysis

Quantifications were performed by a blinded experimenter to genotype and treatment. Fiji (ImageJ) analysis software was used to measure TEM nerve images. Nikon Elements analysis software was used to trace regenerating axon in nerve sections and in the embryonic DRG spot culture. An Automated analysis for axon tracing and neurons soma count was used for ex-vivo adult DRG culture experiments using “General Analysis” for skeletonize neurites with no background reduction. Parameters were set to Bright Spot Detection of circular area with typical soma diameter 50 µm, Cut Branches Recursively on Skeleton set to smaller then 15 px, Filter on Line Length was set to Min 60 µm to remove short filaments. (Nikon elements commercial software package, code is available upon request). Statistics was performed using GraphPad (Prism8) for either Student’s *t* test or ANOVA analysis. Sidak or Dunnett tests were used as part of one- and two-way ANOVA for multiple comparison tests. Error bars indicate the standard error of the mean (SEM).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

Source Data file

## Data Availability

The raw Fastq files and the processed filtered count matrix for scRNA sequencing were deposited at the NCBI GEO database under the accession number GSE139103. Processed data are also available for visualization and download at https://mouse-drg-injury.cells.ucsc.edu/. Data analysis and processing was performed using commercial code from Partek Flow package at https://www.partek.com/partek-flow/. Dataset analyzed in Supplementary Fig. 2f obtained from NCBI GEO under the accession number GSE120678. Dataset analyzed in Fig. 7b obtained from NCBI GEO under the accession number GSE125685. Axon tracing and neurons soma count was performed using Nikon NIS-elements, which is a commercial software package for image analysis. The specific analysis code for digital reconstruction of axons is available upon request (requires NIS-Elements and General Analysis) https://www.microscope.healthcare.nikon.com/products/software/nis-elements. Source data are provided with this paper.

# Supplementary material for: Satellite glial cells promote regenerative growth in sensory neurons
**Source:** Nat Commun. 2020 Sep 29;11:4891. doi: 10.1038/s41467-020-18642-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Satellite glial cells promote regenerative growth in sensory neurons**

Oshri Avraham<sup>1</sup>, Pan-Yue Deng<sup>2</sup>, Sara Jones<sup>1</sup>, Reiji Kuruvilla<sup>3</sup>, Clay F. Semenkovich<sup>4,2</sup>, Vitaly A. Klyachko<sup>2</sup> and Valeria Cavalli<sup>1,5,6,\*</sup>

### **Supplementary Figures 1-6**

# Supplementary Figure 1: Cluster analysis from scRNAseq of mouse DRG, related to Figure 1

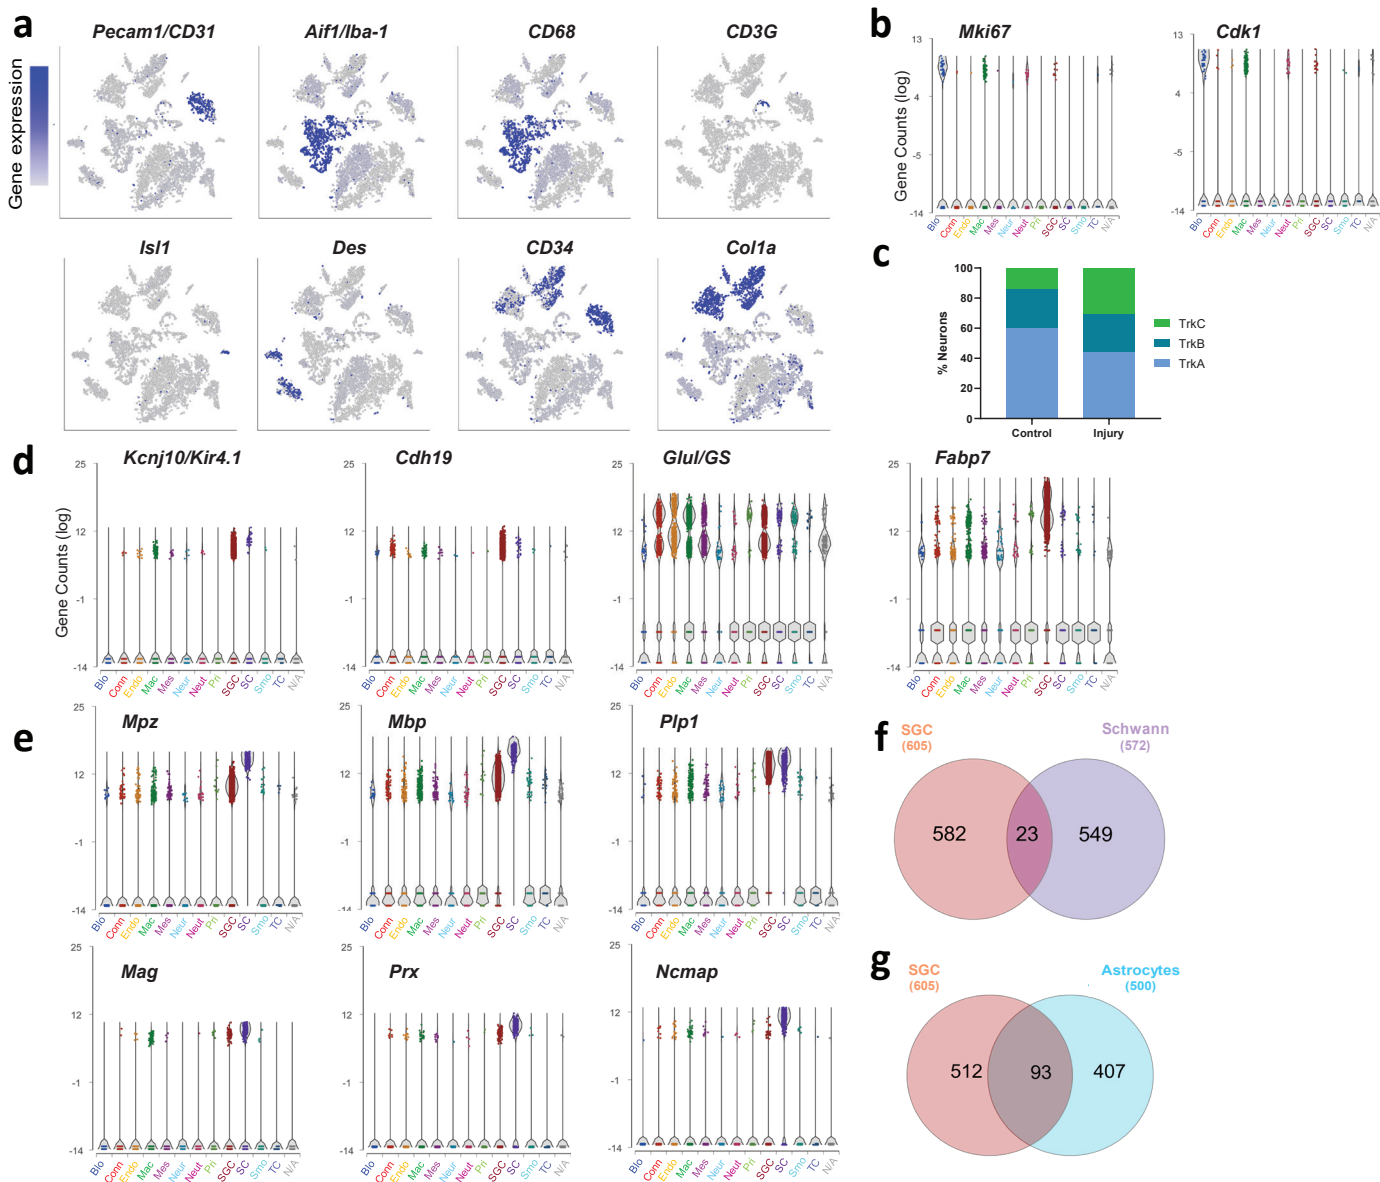

**a)** t-SNE overlay for expression of marker genes for different cell populations including *Pecam1/CD31* for endothelial cells, *Aif1/Iba-1* and *CD68* for Macrophages, *CD3G* for T-cells, *Isl1* for neurons, *Des* for smooth muscle cells, *CD34* for mesenchymal cell and *Col1a1* for connective tissue. The relative levels of expression are presented as a blue color gradient on the left. **b)** Violin plots illustrate the gene counts (log) for *Miki67* and *Cdk1* genes of distinct cell populations after injury. **c)** Fraction of neuronal type within control and injury condition by expression of Trk receptors. n=2 biologically independent experiments. Source data are provided as a Source Data file. **d)** Violin plots illustrate SGC marker genes signatures of distinct cell populations. **e)** Violin plots illustrate Schwann and SGC marker genes signatures in distinct cell populations. **f)** Top differentially expressed genes in the SGC cluster (605 genes) was compared to top differentially expressed genes in the Schwann cell cluster (572 genes). **g)** Top differentially expressed genes in the SGC cluster (605 genes) were compared to the top differentially expressed genes in astrocytes (500 genes).

Supplementary Figure 2: FABP7 is a specific marker for SGC in adult DRG, related to Figure 2

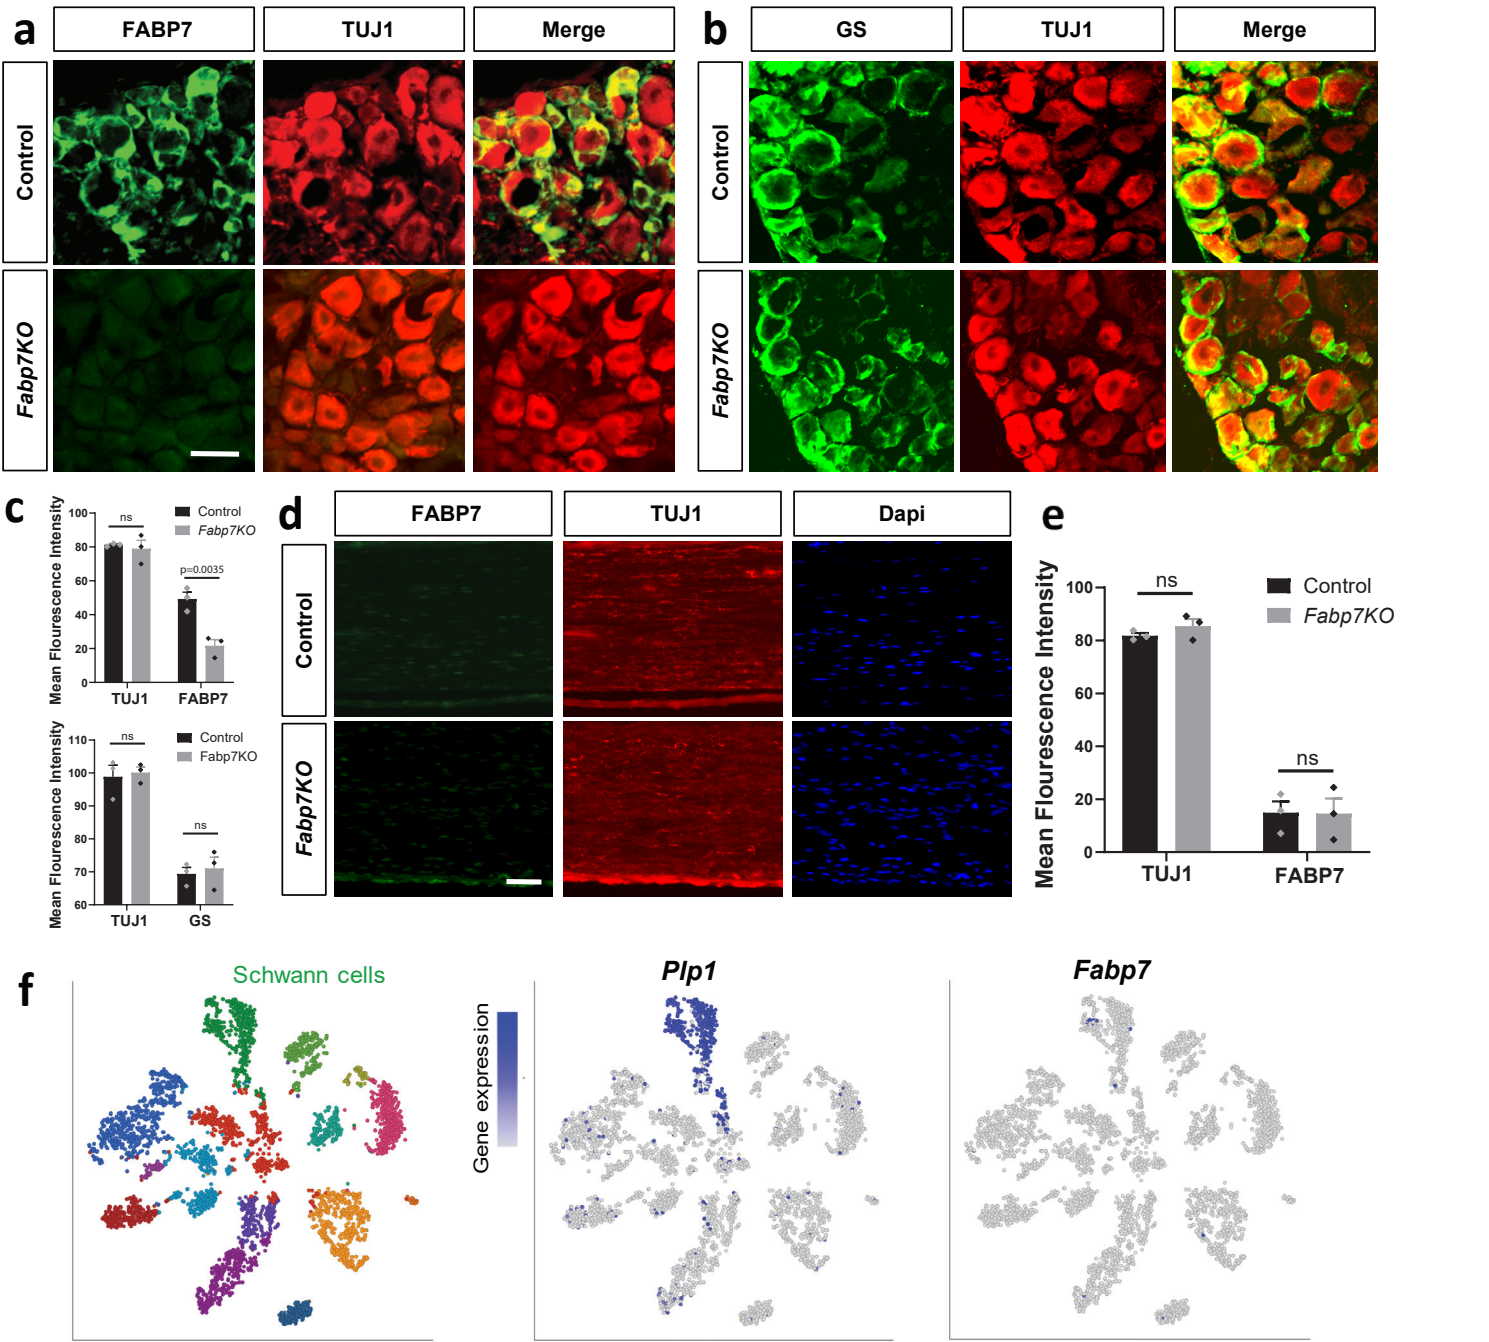

Supplementary Figure 2: FABP7 is a specific marker for SGC in adult DRG, related to Figure 2

**a)** DRG sections from *Fabp7KO* and control mice were immunostained for FABP7 (green) and TUJ1 (red). Scale bar: 50  $\mu$ m. Experiment was repeated independently 3 times. **b)** DRG sections from *Fabp7KO* and control mice were immunostained for Glutamine Synthase (GS) (green) and Tuj1 (red). **c)** Quantification of DRG mean fluorescence intensity of FABP7/GS and TUJ1. **d)** Longitudinal sections of sciatic nerves from *Fabp7KO* and control mice immunostained for FABP7 (green), TUJ1 (red) and Dapi. Scale bar: 50  $\mu$ m. **e)** Quantification of nerves mean fluorescence intensity of FABP7 and TUJ1. **f)** t-SNE plot of injured sciatic nerve (9 days post injury) analyzed from the single cell data (Carr et al., 2018). t-SNE overlay for the expression of *Plp1* gene, indicating the Schwann cell cluster, and *Fabp7*. Experiment was repeated independently 3 times in c and e. p-value by Two-way ANOVA in c and e. ns-non significant. Data are presented as mean values $\pm$ SEM. Source data are provided as a Source Data file for c and e.

Supplementary Figure 3: Pathway analysis of differentially upregulated genes in major cell types, related to Figure 3

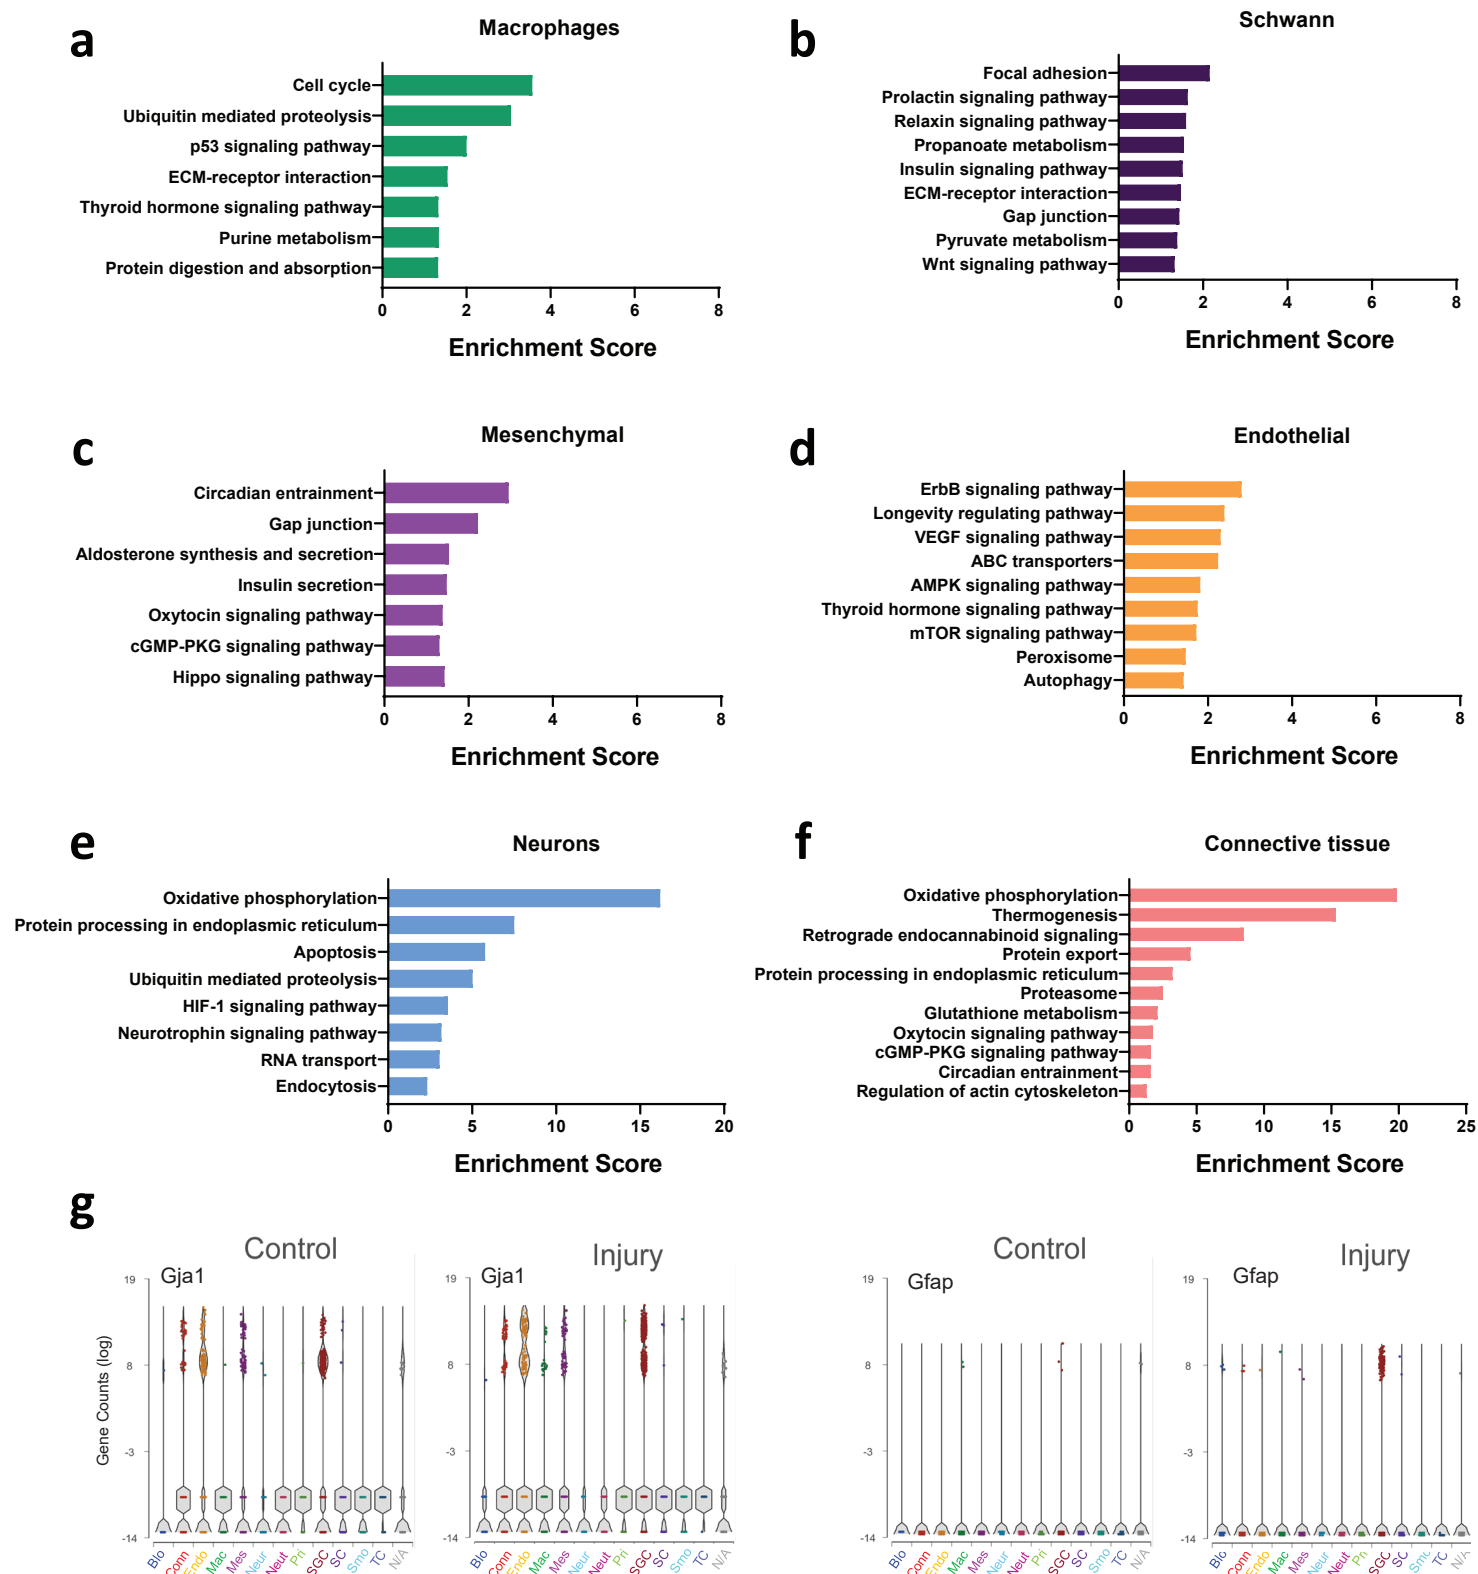

(a-f) Pathway analysis of differentially upregulated genes in major cell types in the DRG following nerve injury (KEGG 2016). g) Violin plots illustrate SGC injury induced genes *Gja1* and *Gfap* signatures in distinct cell populations in control and injury conditions.

**Supplementary Figure 4: *Fasn* deletion in SGC does not lead to neuronal cell death or abnormal functional properties, related to Figure 5**

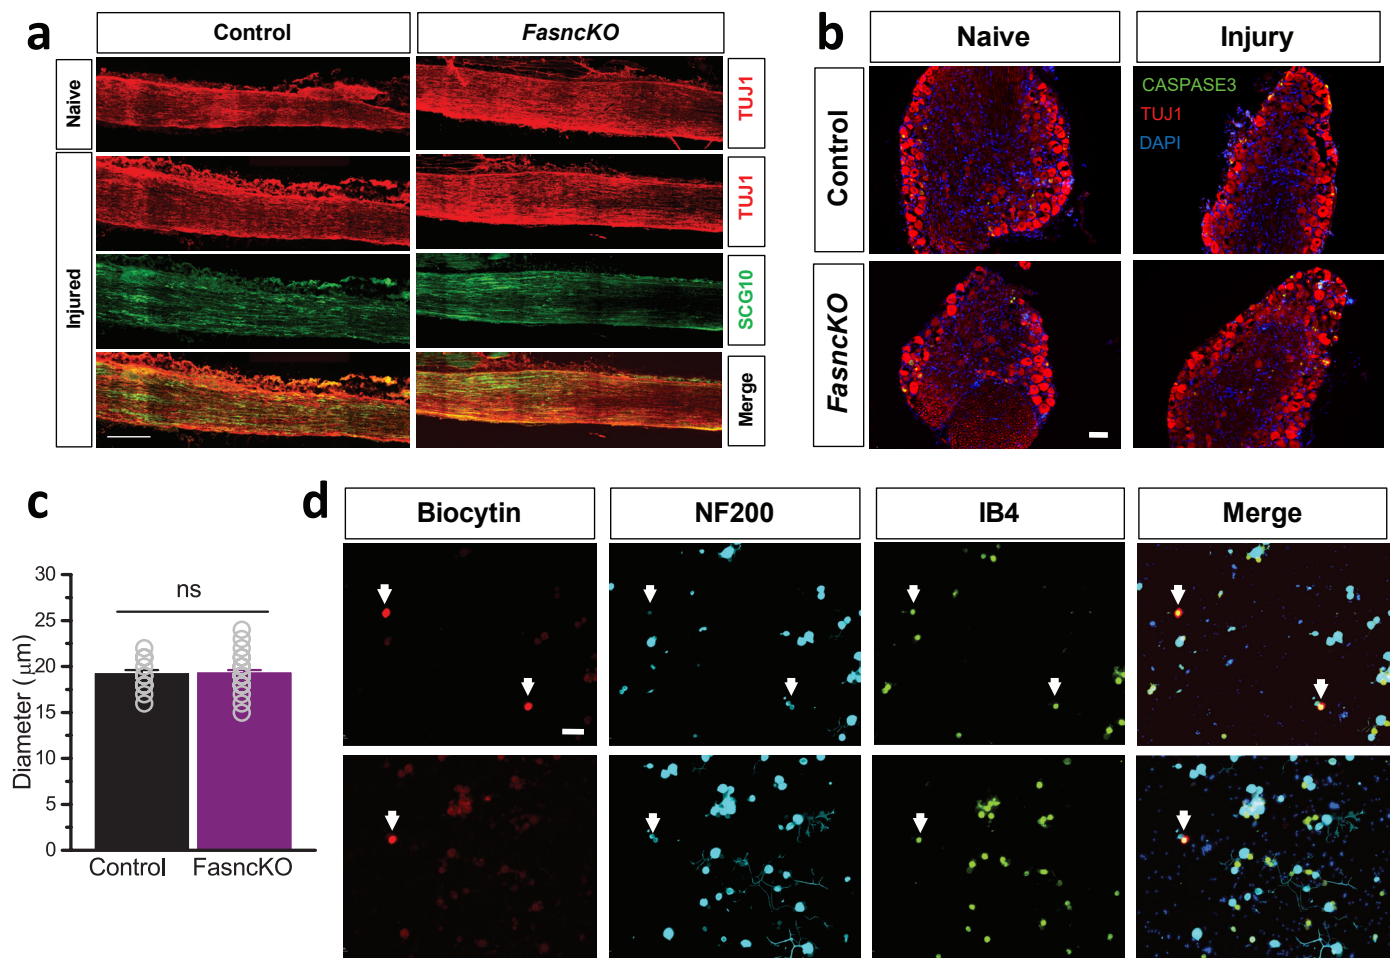

**a)** Representative images of longitudinal nerve sections from naïve and injured control and *Fasn*KO mice, immunostained for TUJ1(red) and SCG10(green). Scale bar: 500 μm. **b)** DRG sections from *Fasn*KO and control mice in naïve and injured (3 days post injury) were immunostained for Cleaved Caspase3 (green), TUJ1 (red) and DAPI (Blue). Scale bar: 50 μm. **c)** Whole-cell recordings in dissociated co-cultures of DRG neurons and glia. Medium diameter neurons (control 19.19 ± 0.42 μm, n = 16 cells; *Fasn*KO 19.27 ± 0.34 μm, n = 30 cells, p = 0.88; that were associated with at least one SGC, were targeted for recordings. two tailed t-test ns- non significant. Data are presented as mean values ±SEM. Source data are provided as a Source Data file. **d)** A subset of recorded cells was filled with biocytin (red) via the patch pipette for post hoc verification of neuronal identity; IB4- nociceptors (green) NF200- Proprioceptors/LTMRs (Cyan). Scale bar: 50 μm. Experiments were repeated independently 5 times in a and d and 3 times in b.

**Supplementary Figure 5: Activation of PPAR $\alpha$  in pure neuronal cultures does not enhance axon regeneration, related to Figure 7**

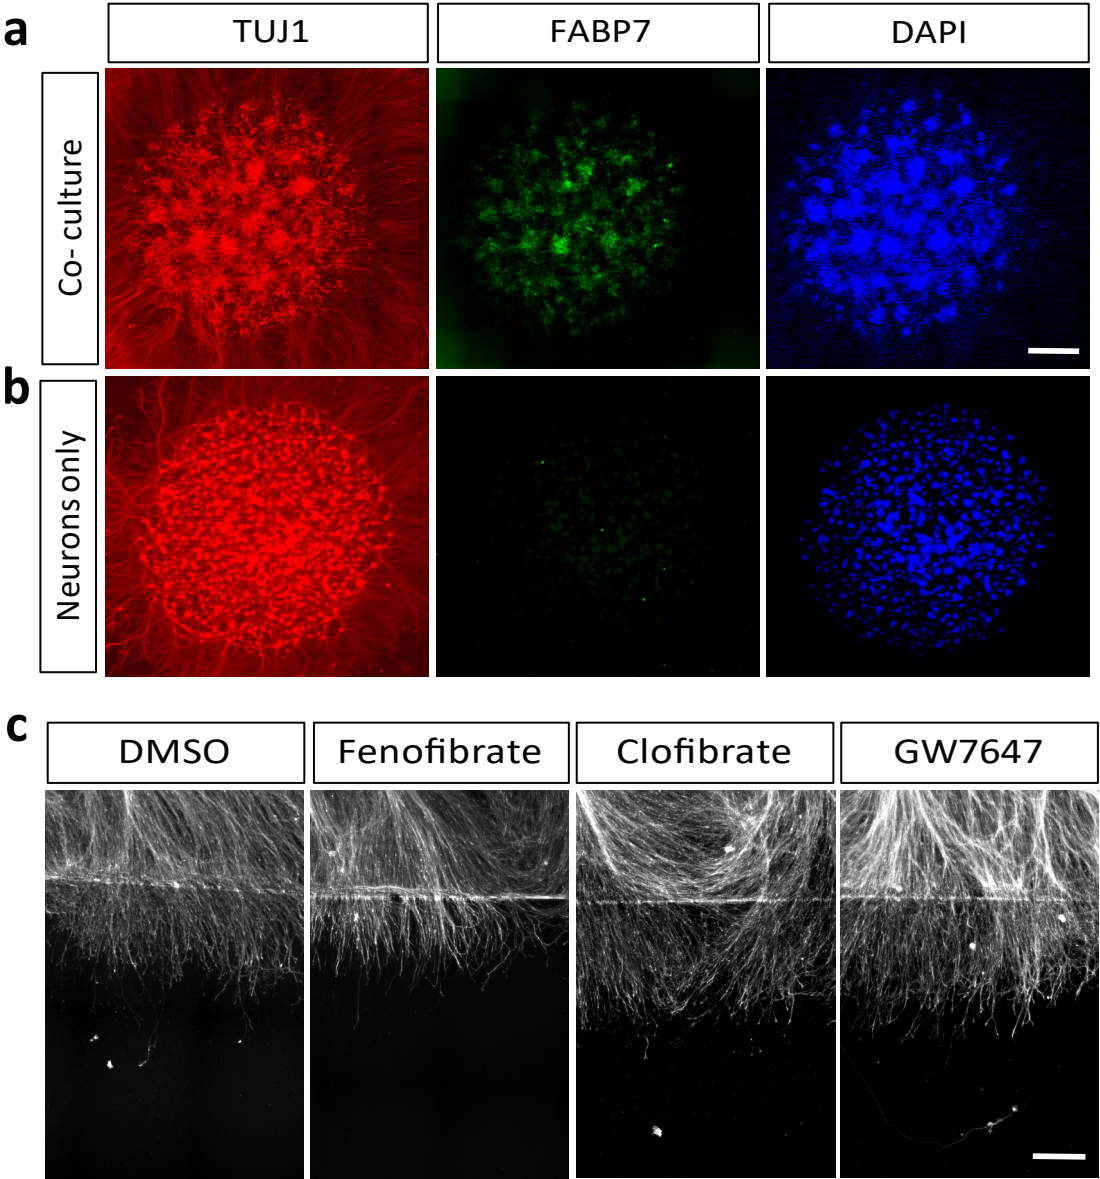

**a)** Embryonic DRG were dissociated and plated as a spot without 5-fluorodeoxyuridine (FDU) and stained for FABP7 (green), TUJ1 (red) and DAPI (blue) at DIV6. Scale Bar: 250  $\mu$ m. Experiment was repeated independently 5 times. **b)** Embryonic DRG were dissociated and plated as a spot with 5-fluorodeoxyuridine (FDU). Experiment was repeated independently 5 times. **c)** Embryonic DRG spot co-culture, supplemented with FDU, were axotomized at DIV7 after a 24 h pre-treatment with the indicated PPAR $\alpha$  agonists fenofibrate (10 $\mu$ M), Clofibrate (100nM) and GW7647 (10 $\mu$ M). Cultures were fixed after 24h and stained with SCG10. Scale Bar: 250  $\mu$ m. Experiment was repeated independently 3 times.

**Supplementary Figure 6: Neuronal pro-regeneration genes expression in response to fenofibrate, related to figure 7, 8**

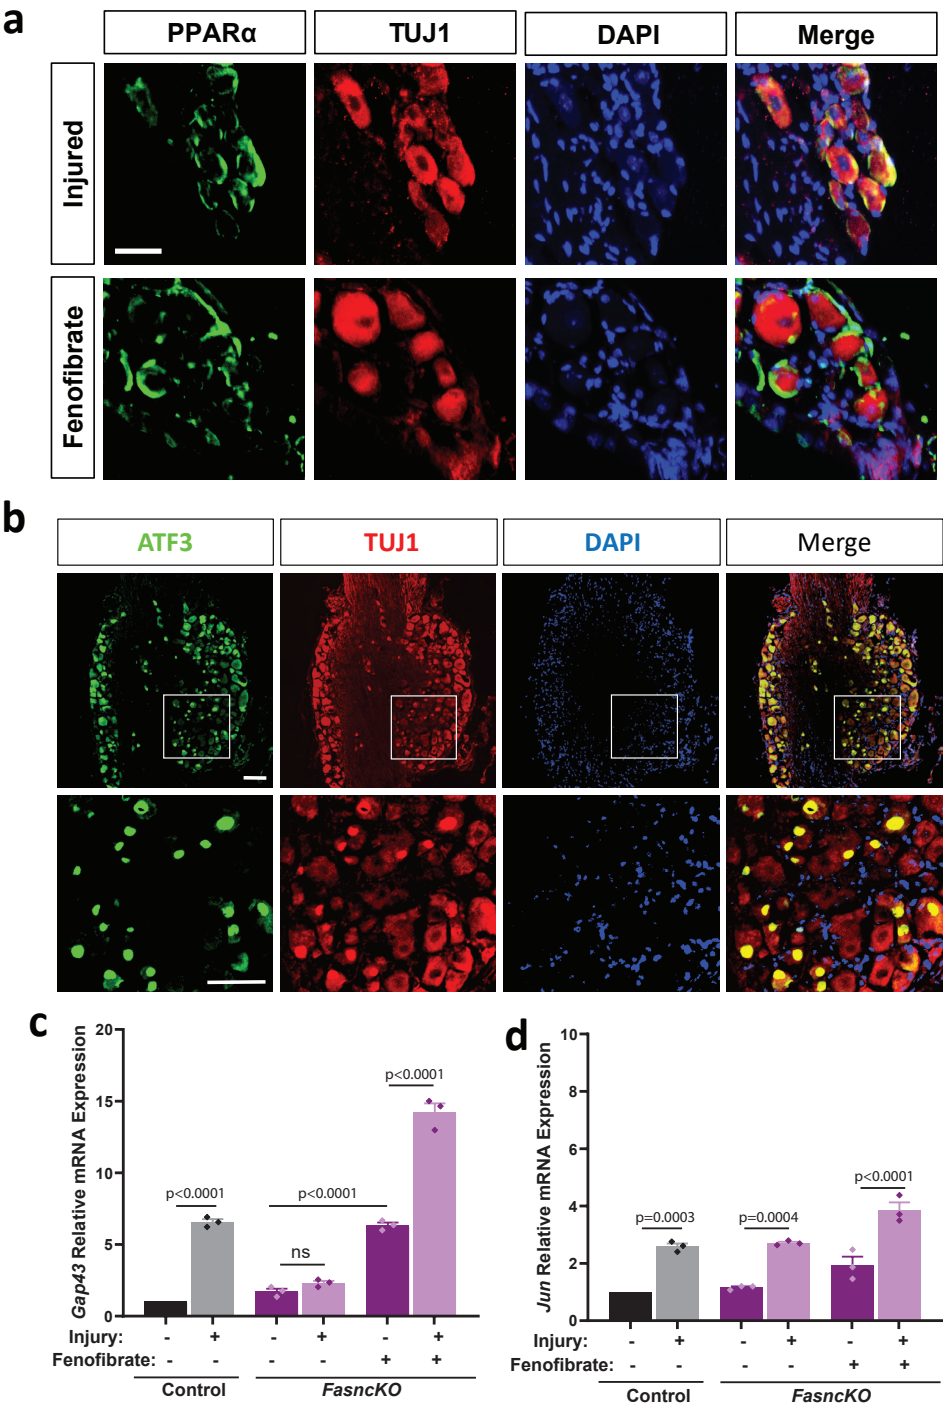

**a)** Representative images of DRG sections immunostained for PPAR $\alpha$  (green) and TUJ1 (red) from mice that received a prior nerve injury or received fenofibrate treatment., Scale bar: 100  $\mu$ m. **b)** Representative images of injured DRG sections (3 days post injury) immunostained for ATF3 (green), TUJ1(red) and DAPI(Blue) Scale Bar: 100  $\mu$ m. **c)** qPCR analysis of *Gap43* expression in DRG from control and *FasncKO* mice in naïve and 3 days after sciatic nerve injury with and without fenofibrate. ns-non significant. **d)** qPCR analysis of *Jun* expression in DRG from control and *FasncKO* mice in naïve and 3 days after sciatic nerve injury with and without fenofibrate. n=3 independent animals in a and b. Experiments in c and d was repeated independently 3 times. p-values by One way ANOVA followed by Sidak's multiple comparisons test. Data are presented as mean values  $\pm$ SEM. Source data are provided as a Source Data file for c and d.

# Supplementary material for: Satellite glial cells promote regenerative growth in sensory neurons
**Source:** Nat Commun. 2020 Sep 29;11:4891. doi: 10.1038/s41467-020-18642-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Title: Supplementary Data 1

Description: Top 10 expressed genes in each cell cluster (related to figure 1c). Calculated expression difference of each gene between a cell cluster and the average in the rest of the clusters (ANOVA fold change threshold >1.5).

### Title: Supplementary Data 2

Description: Comparisons of genes expressed in SGC, Schwann cells, astrocytes and myelinating/non myelinating Schwann cells (related to supplementary figure 1f,g). Comparison of the top differentially expressed genes in SGC (605 genes) and Schwann cells (572 genes) (fold-change >4, significant differences across groups by ANOVA, and  $p < 0.05$  compared to average gene expression in all other populations in the DRG) or astrocytes (500 genes, >6 fold change compared to other populations in the cerebral cortex).

### Title: Supplementary Data 3

Description: Differentially expressed genes in SGC after nerve injury (related to figure 3a,7b) Cells in the SGC cluster were pooled, control and injury conditions were compared to identify differentially expressed genes ( $FDR > 0.05$ ,  $\text{Log}_2\text{Fold change} > 2$ ).

### Title: Supplementary Data 4

Description: Enriched pathways after injury in SGC with the corresponding genes (related to figure 3a). Differentially expressed genes in SGC analyzed for enriched biological pathways using KEGG 2016 (Kyoto Encyclopedia of Genes and Genomes).

# Supplementary material for: Satellite glial cells promote regenerative growth in sensory neurons
**Source:** Nat Commun. 2020 Sep 29;11:4891. doi: 10.1038/s41467-020-18642-y
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Single-cell RNA-Seq libraries were prepared using GemCode Single-Cell 3' Gel Bead and Library Kit (10x Genomics)

Data analysis A digital expression matrix was obtained using 10X's CellRanger pipeline. Quantification and statistical analysis were done with Partek Flow package

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data that support the findings of this study have been deposited in the NCBI GEO database under the accession number GSE139103. (secure token access code for reviewers : wtabcuorlcrhmd). Figures associated raw data: 1,S1,3,S3,6

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample sizes, but sample sizes used are similar to sample sizes generally employed in the field for similar experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data exclusions | There were no data exclusions                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | For scRNAseq experiments 6,541 cells from 2 biological replicates were analyzed. Each batch had pooled cells from 5 mice (fig. 1,S1,3,S3,6)<br>For Immunostaining experiments 3 mice were used (Fig.2,S2,3,S4).<br>For transgenic mice with GFP reporter expression, 3 mice (rosaGFP) and 4 mice (Sun1GFP) were used (Fig.2)<br>For western blot analysis, 3 mice for each condition were used (Fig.3)<br>For EM experiments, 3 mice for each genotype were used (Fig.4)<br>For qPCR experiments, RNA was isolated and quantified from 3 mice for each condition (Fig.4,7,S6)<br>For whole-cell electrophysiology recording and analysis, 16 cells from 5 control mice and 30 cells from 5 FasncKO mice were used (Fig.4,S4)<br>For in-vivo axon regeneration assay, 8 mice were used for each condition (Fig. 5,7)<br>For ex-vivo axon regeneration assay, 8 mice were used for each condition (Fig.5,7)<br>For embryonic DRG co-culture experiments, 4 biological replicates were used (Fig.6,S5)<br>All experiments were reproducible |
| Randomization   | Animals were randomly chosen for injury or treatments with fenofibrate diet or normal diet.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Quantifications were performed by a blinded experimenter to genotype and treatment.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | SCG10/Stmn2 (1:1000; Novus catalog #NBP1-49461, RRID:AB_10011569),<br>Tubb3/bIII tubulin antibody (BioLegend catalog #802001, RRID:AB_291637), Griffonia<br>simplicifolia isolectin B4 (IB4) directly conjugated to Alexa Fluor 488 or Alexa Fluor 594 (Thermo<br>Fisher Scientific catalog #I21411 and #I21413), Fabp7 (Thermo Fisher Scientific Cat# PA5-<br>24949, RRID:AB_2542449), cleaved caspase 3 (CST Cat# 9664, RRID:AB_2070042), Fasn<br>(Abcam, Catalog #ab128870), Glutamine synthase (Abcam, Catalog #ab49873), Gapdh (Santa Cruz, catalog# sc25778), Ppara<br>(Thermo Fisher Scientific, Catalog # PA1-822A).                                                                                                                                                                                                                                                                                                                                    |
| Validation      | SCG10/Stmn2 -Genetic Strategy Validation- Expression of the target protein is compared before and after knockout or<br>knockdown using CRISPR/CAS9 or siRNA/shRNA. If protein expression following knockout or knockdown is substantially reduced,<br>then antibody specificity is ensured (manufacturer's website).<br>Tubb3/bIII -validated for WB, reported in the literature for IF (Flores-Otero J, et al. 2007. J. Neurosci. 27:14023, Tseung G, et al.<br>2011. J. Virol. 85:5718).<br>IB4- reported in the literature for IF (A sensory-labeled line for cold: TRPM8-expressing sensory neurons define the cellular basis<br>for cold, cold pain, and cooling-mediated analgesia. Knowlton WM, Palkar R, Lippoldt EK, McCoy DD, Baluch F, Chen J, McKemy<br>DD. J Neurosci (2013) 33:2837-2848)<br>Fabp7- Validation for IF provided in the manuscript using Fabp7KO mice (fig. S2).<br>cleaved caspase 3- Validation for IF provided in the literature |

Fasn- Validated using positive controls in HeLa, 293T and A549 cell lysates; Human liver tissue; A549 cells (from manufacturer's website).  
 Glutamine synthase- Validated using positive controls in Rat brain tissue, rat brain cytosolic fraction extract, cerebellum, kidney (from manufacturer's website).  
 Gapdh- Validation for WB provided in the literature  
 Ppara- Validation for target specificity and functional application provided in the manufacturer's website

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57Bl/6 or the indicated genotype 8-12 weeks old week old, were used for all experiments. C57Bl/6 Females only were used for scRNAseq experiments. For all other experiments male and female were used. |
| Wild animals            | The study did not involve wild animals                                                                                                                                                                  |
| Field-collected samples | The study did not involve samples collected from the field                                                                                                                                              |
| Ethics oversight        | All surgical procedures were approved by Washington University in St. Louis School of Medicine Institutional Animal Care and Use Committee's regulations.                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

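Single cell RNA-seq libraries of dissociated mouse DRG were analysed, 2 from naïve ganglia and 2 from ganglia collected 3 days after sciatic nerve crush. The authors made each library's deposited matrix with Cell Ranger, and its values are raw UMI counts per gene and barcode, neither normalized nor pooled over replicates. The genome build and annotation are not stated in the paper's text, and genes are given by the names in the files. The limits on cells, the noise reduction and the CPM scaling of the methods are not in these counts. A symbol used by more than 1 gene identifier occurred 71 times, and each identifier was kept as a gene of its own. All of the columns of values were used. The fenofibrate, nociceptor, astrocyte and sciatic nerve data named by the paper were not analysed here.

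The libraries of control replicates 1 and 2 and injury replicates 1 and 2 held totals of 5585909, 11210875, 11163177 and 9477167 UMIs. After the limits of the methods (600 to 15000 UMIs, 500 to 4000 genes and under 10% mitochondrial UMIs), 4293865, 6174329, 9139674 and 5812819 UMIs remained in 1301, 1341, 2377 and 1076 cells. The median share of mitochondrial UMIs was 2.66%, 6.49%, 4.09% and 4.92% of a barcode. Shares of single libraries were given exact 95% binomial intervals, and a count of 0 a limit of 3 counts. These cover counting error only.

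Clustering used scanpy 1.11.5 in Python 3.11.15, with leidenalg 0.10.2 and igraph 0.11.9. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, 30 principal components, 15 neighbours and a Leiden resolution of 1 were used with seed 1. Clusters were named from the top 10 genes of each cluster in Supplementary Data 1, with at least 3 markers detected. A cluster also needed a score of 0.5 and a lead of 0.5 over the next type, limits set after the data were seen. Doublets were marked by Scrublet with 5% expected and removed only as an alternative. Shares of cells with a UMI were compared after thinning to 1000 UMIs per cell, leaving out shallower cells.

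For SGC-like, macrophage-like, Schwann-like, endothelial-like, mesenchymal-like and connective tissue-like cells, UMIs were summed per library and tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment. The threshold was an adjusted p under 0.05 and a log2 fold change of 2 or more. Enrichment was tested against the mean of the other named types at a fold change over 4, with the library as a block. Lists of genes were tested with fry and camera of limma 3.58.1, for fatty acid synthesis, cholesterol synthesis, PPARα targets, the cell cycle, the dissociation response, haemoglobin and abundant genes of macrophages, connective tissue and neurons. Reactome sets were taken through fgsea 1.28.0. Cell shares were compared with exact permutation tests in scipy 1.17.1. Tables were handled with pandas 2.3.3 and numpy 2.4.6 and plots drawn with matplotlib 3.10.9. DESeq2 1.42.0 was an alternative test. The injury tests in SGC-like, macrophage-like and connective tissue-like cells and the SGC enrichment test were tested on simulated data with 200 genes changed 8-fold, and fry and camera on a shifted list in SGC-like cells. The other fits across genes were not simulated. All simulated counts were drawn gene by gene, without a difference between the replicate numbers.

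The genes named in the text were fixed by a rule. They are the genes the paper names for these data, the 5 largest rises and falls in SGC-like cells past the threshold with an average log2 CPM of 4 or more, and the 5 largest folds of SGC-like and Schwann-like enrichment outside the markers. Genes outside the rule are also named, among them genes leading a cluster, genes called by a test or an alternative, genes used to weigh an explanation and genes of the sex chromosomes. Some genes under the rule are not reported here. The alternatives were DESeq2, no filter on low counts, the replicate number as a block, each library left out, all deposited barcodes, removal of doublets, a resolution of 0.5, centring within library, other clustering features, camera, pooled cells and other thresholds. Neuron-like cells were not tested after filtering, as 2 libraries held fewer than 10. Neutrophil-like and smooth muscle-like cells, with at least 10 cells in every library, were not tested for injury effects.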

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

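The tests chosen only after the results were seen were those of free RNA for the cell cycle difference, of RNA from other cells and of a dissociation response for connective tissue-like cells, and of RNA from other cells and SGC-like RNA for neuron-like barcodes. The comparison of neuron-like barcodes was itself chosen after the data were seen.

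The injury effect on the cell cycle lists differed between SGC-like and macrophage-like cells. The fatty acid, cholesterol, PPARα and dissociation lists were tested in the same fit, and the adjusted p given here does not span them. For the cell cycle lists the median difference, SGC-like minus macrophage-like, was -0.77 on the log2 scale over 60 genes (fry on the interaction term, adjusted p = 0.0167 over 5 cell types). Free RNA from dividing cells would raise the lists by a like amount in every type. That comparison uses the difference to be explained itself, so it is no separate test and decides nothing about free RNA. Control replicate 2 had the fewest macrophage-like cells (79), but without it the difference was -1.84 and still passed 0.05 in fry, so that library alone does not account for it. Without control replicate 1 it was -0.76 and did not pass, and without injury replicates 1 and 2 it was -1.36 and -0.67. The depth of filtered cells followed the replicate number more than the condition, with medians of 2775 and 4054 UMIs in control replicates 1 and 2 and 3110 and 4845 in injury replicates 1 and 2. A biological difference, division of macrophages but not of SGC after injury, stays open as a hypothesis, as does a change in which macrophages were recovered from the ganglia. Neither was tested. The macrophage-like cluster led by *Birc5*, *Cenpa* and *Ccnb1* (cluster 20) held 0 and 3 cells in control replicates 1 and 2. It held 36 and 33 cells in injury replicates 1 and 2, which either hypothesis allows.

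In connective tissue-like cells 12 genes changed after injury, in a cell type whose single genes the paper does not discuss (edgeR, 6796 genes tested, 11 higher and 1 lower). At an unadjusted p under 0.05 there were 343 genes, near the 340 expected by chance, and DESeq2 called 14 higher and 1 lower, among them all 12. The genes are named because edgeR called them, and so were chosen after their values were seen. *Ccl9* went from 8.48 and 10.4 CPM in control to 185 and 155 CPM after injury (log2 fold change 4.17, adjusted p = 0.00199). *Wif1* went from 7.27 and 8.63 to 117 and 149 CPM (4.05, adjusted p = 0.00313). *Serpina3n* went from 18.2 and 12.1 to 73.0 and 112 CPM (2.55, adjusted p = 0.0433). *Gcg*, *Saa2*, *Plac8*, *Saa1*, *Kng2*, *Timp1* and *Tmem176a* rose by 2.22 to 4.24 on the log2 scale. *Itih3*, with 3 UMIs in control and 85 after injury, had a ratio of 23.6 (exact 95% interval 7.81 to 117, counting error only). *Dlk1* fell from 452 and 209 to 64.4 and 54.3 CPM (-2.48, adjusted p = 0.0461).

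For these connective tissue-like calls, RNA from other cells would bring the abundant transcripts of its source along. For 11 of the 11 risen genes, the rise needs a larger share of the highest other cluster than any of that cluster's 20 most abundant genes rose by. *Ccl9* needs 18.0% of the level in unnamed cluster 15, whose abundant genes rose by at most 0.854%. *Plac8* needs 3.67% against 1.27%, and *Serpina3n* needs 44.0% of an SGC-like cluster against 0.970%. The dissociation response list had a median log2 fold change of -0.37, with 4 of 27 genes higher, but fry did not pass 0.05 and camera did. Between the replicate numbers the same list differed by -0.50 in these cells. A dissociation response thus stays open for these genes. No library alone carries the calls, as at least 10 of the 12 stayed past the thresholds with any library left out. *Tmem176a* and *Dlk1* were lost without control replicate 1, and *Serpina3n* and *Dlk1* without injury replicate 2. The number called was 26, 45, 20 and 11 without control replicates 1 and 2 and injury replicates 1 and 2. In simulated counts, drawn without a difference between the replicate numbers, this step called 0 unchanged genes. A response of these cells to the injury stays open as a hypothesis, and a shift between kinds of connective tissue-like cells was not tested.

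Among all deposited barcodes, 358 clustered as neuron-like, most of them outside the limits on cells and so not analysed by the paper. They numbered 29 and 196 in control replicates 1 and 2 and 39 and 94 in injury replicates 1 and 2. Of 10643 genes, 5 were higher after injury and 0 lower (edgeR, adjusted p of 0.0420 to 0.0471), and 1048 had an unadjusted p under 0.05. DESeq2 called 87 higher and 4 lower, with all 5 among them. As the count is small, the genes are named after their values were seen. *Serpinb1a* went from 7.04 and 13.2 CPM in control to 663 and 307 CPM after injury (log2 fold change 5.45), *Kif22* from 12.3 and 20.6 to 384 and 238 CPM (4.16) and *Sema6a* from 2.64 and 2.28 to 109 and 55.4 CPM (5.07). *Gpr151*, with 3 UMIs in control, had an injury to control ratio of 67.6 (exact 95% interval 22.8 to 331, counting error only). *Sprr1a*, with 1 UMI in control and 9087 after injury, had a ratio of 10019 (1798 to 395753). *Atf3* (log2 fold change 3.08, adjusted p = 0.185) and *Gap43* (1.97, adjusted p = 0.157) did not pass in edgeR, and *Jun* was at 0.064.

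The neuron-like calls depend on the libraries used. Without control replicate 1, and likewise without control replicate 2, 0 genes were called, while 17 and 124 were called higher without injury replicates 1 and 2, all 5 among them, and 0 and 36 lower. Without the filter on low counts 195 were higher and 28 lower, and with the replicate block 53 and 1. RNA from other cells, free or in a shared droplet, is argued against by the same comparison with abundant genes, which holds for 5 of the 5 genes. *Serpinb1a* is higher in a neutrophil-like cluster, but needs 39.9% of its level, whereas the abundant genes of that cluster rose by at most 1.94%. *Apoe*, *Dbi* and *Fabp7* did not separate injury from control libraries, which decides nothing; *Dbi* rose from 213 to 419 CPM between the libraries numbered 1 and from 561 to 630 CPM between those numbered 2. Were all UMIs of these genes in the injury barcodes SGC-like RNA, its share would be at most 3.25%. The rises of 5 of the 5 genes need more, the least being 359% of the SGC-like level for *Sema6a*, which argues against SGC-like RNA as their source. The median depth of these barcodes was 31263 and 18031 UMIs in control replicates 1 and 2 and 31824 and 27672 in injury replicates 1 and 2. A response of injured neurons remains a hypothesis, since the barcodes were chosen and tested on the same data.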

How the results depend on the processing

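The tests chosen only after results were seen were the mitochondrial limit of 15%, the test of neuron-like barcodes with its alternatives, the alternatives of the cell cycle difference between cell types, and the runs without a library for the other differences between cell types. All other alternatives were set before the data were examined. In all, 53 results were recomputed under 631 alternatives, 547 of them set beforehand, and 523 kept the direction and the side of the threshold, or stayed within the spread or within 1.5 times a count.

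The folds of the named genes in SGC-like or Schwann-like cells over the other types kept their direction and their call under each of their 12 alternatives. On the log2 scale they lay at 5.07 to 6.29 for *Kcnj10*, 5.91 to 7.20 for *Fabp7*, 2.75 to 3.47 for *Fasn*, 5.24 to 6.71 for *Aldoc* and 6.83 to 7.95 for *Mbp* in Schwann-like cells. The number of genes enriched in Schwann-like cells stayed between 710 and 1040. In macrophage-like cells the cell cycle lists rose under each of 13 alternatives, by medians of 0.92 to 2.26.

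The number of genes called in SGC-like cells depended on the tool and on the filter for low counts. DESeq2 gave 1 gene higher, and without the filter edgeR gave 6. Pooling the cells of each condition, with no test, gave 10 higher and 6 lower genes by the ratio of mean CPM and 58 higher by the ratio of summed CPM. The summed ratio is raised for every gene by the larger number of injury cells. In macrophage-like cells DESeq2 called 13 genes. Without the filter edgeR called 102 genes in macrophage-like, 1 in Schwann-like, 5 in endothelial-like, 12 in mesenchymal-like and 36 in connective tissue-like cells. The genes enriched in SGC-like cells then numbered 1701 and the share of the genes enriched in SGC-like or Schwann-like cells that were enriched in both was 23.7%, against 26.5% with all deposited barcodes. In neuron-like barcodes DESeq2 called 87 genes higher and 4 lower, and edgeR without the filter 195 higher and 28 lower. Camera called the PPARα target list (median 0.11) and the cell cycle lists in macrophage-like cells (median 1.53), which fry did not. The cause was not tested, other than that the run without the filter tests more genes.

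Values close to 0 changed sign with the clustering or the filter on cells, and none of them passed an adjusted p of 0.05 in edgeR or 0.05 in fry on either side. At a Leiden resolution of 0.5 the log2 fold change was 0.0096 for *Gja1*, -0.083 for *Fasn* and 0.0078 for *Ppargc1a*. The list medians were 0.025 for fatty acid synthesis, 0.0059 for cholesterol synthesis and -0.057 for the cell cycle in SGC-like cells. With the reported genes kept in the clustering, *Fasn* was at -0.15, *Pex11a* at -0.13 and *Hmgcs1* at -0.14, the cell cycle lists at -0.039, and the fatty acid difference against mesenchymal-like cells at -0.016. With all deposited barcodes *Fasn* was at -0.045, *Pex11a* at -0.0014 and the fatty acid difference against endothelial-like cells at 0.032, and with Scrublet's doublets removed that difference was 0.092. A mitochondrial limit of 15% gave 0.018 for *Gja1*, -0.00082 for *Fasn*, -0.0092 for *Pex11a* and -0.0031 for *Hmgcs1*, with 0.0079 for the fatty acid list and -0.043 for the cell cycle lists. The cause was not tested.

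Leaving out a library leaves its condition with 1 library, which is assumed to vary like the other condition. In the order control replicates 1 and 2, then injury replicates 1 and 2 left out, the number of called genes was 59, 164, 0 and 16 in macrophage-like, 0, 0, 5 and 1 in Schwann-like, 9, 37, 0 and 19 in endothelial-like, 1, 26, 1 and 0 in mesenchymal-like and 26, 45, 20 and 11 in connective tissue-like cells. In SGC-like cells it was 0, 0, 3 and 4 higher and 0, 0, 3 and 7 lower, and in neuron-like barcodes 0, 0, 17 and 124 higher and 0, 0, 0 and 36 lower. SGC-enriched genes numbered 1041 to 1424, and the share enriched in both types, of the genes enriched in either, was 25.8 to 33.0%, with the largest list and the lowest share without control replicate 1. Log2 fold changes ranged over -0.50 to 0.48 for *Gja1*, -0.37 to 1.05 for *Fasn*, -0.37 to 0.59 for *Ppargc1a*, -0.37 to 1.20 for *Pex11a*, -0.14 to 0.90 for *Apoe*, -0.25 to 1.21 for *Fabp7* and -0.56 to 0.64 for *Hmgcs1*. The highest of each came without control replicate 2. The lowest came without injury replicate 2 for *Gja1*, *Ppargc1a* and *Hmgcs1* and without control replicate 1 for the others. List medians ranged over -0.27 to 0.67 for fatty acid synthesis, -0.40 to 0.62 for cholesterol synthesis and -0.0021 to 0.32 for PPARα targets, each lowest without control replicate 1 and highest without control replicate 2. The cell cycle lists in SGC-like cells ran the other way, over -0.37 to 0.067. Their difference from macrophage-like cells lay at -1.84 to -0.67, and only without control replicate 1, at -0.76, did it miss 0.05 in fry. The fatty acid difference, SGC-like minus the other type, ranged over -0.26 to 0.28 for macrophage-like, -0.020 to 0.24 for Schwann-like, -0.23 to 0.22 for endothelial-like, -0.031 to 0.14 for mesenchymal-like and -0.18 to 0.43 for connective tissue-like cells. The lowest of these came without control replicate 1 for Schwann-like and connective tissue-like, without control replicate 2 for macrophage-like, and without injury replicate 2 for endothelial-like and mesenchymal-like cells. The highest came without control replicate 1 for macrophage-like, without injury replicate 1 for endothelial-like, and without control replicate 2 for the others. The cause was not tested.

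The paper's Reporting Summary gives 2 biological replicates and speaks of batches of cells pooled from 5 mice. It does not state which libraries form a batch, and the labels give the libraries of the 2 conditions only a shared number. Over 9025 genes in SGC-like cells, the deviations of control replicate 1 and injury replicate 1 from their group means had a correlation of 0.321. With the replicate block in the edgeR model, 5 genes were higher and 1 lower in SGC-like cells, 52 changed in macrophage-like and 26 in connective tissue-like cells, and 53 rose and 1 fell in neuron-like barcodes. The genes higher in SGC-like cells were *Serpina3n* (log2 fold change 3.22), *Srgn* (2.46), *C4b* (2.02), *Spp1* (2.18) and *Gfap*, which has 1 control UMI. *Ppargc1a* was then at 0.081, the fatty acid list at 0.071 and the cholesterol list at 0.045.

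With 2 libraries against 2, the exact permutation test of cell shares cannot pass 0.05, so its p-values say nothing about stability. The SGC-like share difference ran from -5.13 points without control replicate 1 to 19.3 points without control replicate 2, and that of macrophage-like cells from 0.543 to 13.4 points. Neuron-like cells were not tested after filtering, since 2 libraries held fewer than 10, and the alternatives set for that result were not run on them. Depth limits the genes with few UMIs: *Gfap*, *Ppara*, *Pparg* and *Kcnn3* gave at most 75 UMIs in SGC-like cells. In simulated counts with 8-fold changes, edgeR recovered 97.5%, 95.0% and 98.0% of the changed genes in SGC-like, macrophage-like and connective tissue-like cells, and DESeq2 87.0%, 86.5% and 95.5%. The simulation held no difference between the replicate numbers, so recovery in the data can be lower.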

Differences from the paper's values

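Of the tests in this part, those with a mitochondrial limit of 15% were chosen only after the results were seen. Where the paper gives counts of differentially expressed genes, it gives 2 biologically independent experiments and pooled cells of the cluster, and does not state whether the units of its ANOVA model were cells or libraries. The values here take libraries.

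The paper's number of cell clusters is 13, and 27 were found here. Of 5 alternatives set before the data were examined, a Leiden resolution of 0.5 gave 19, within 1.5 times the paper's number. All deposited barcodes, removal of Scrublet's doublets, reported genes kept in clustering and centring within library gave 27 to 30 and did not come within it.

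The paper's number of genes enriched in SGC is 605, and 938 were enriched here. Of 12 alternatives set before the data were examined, all deposited barcodes gave 858, within 1.5 times the paper's number, and the other 11 gave 938 to 1701. The paper's share of genes common to SGC and Schwann cells is 2%, and 30.5% was found here. None of the 12 alternatives set before the data were examined came within 1.5 times the paper's share, with values of 23.7 to 33.0%.

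The paper's numbers of genes higher and lower in SGC after injury are 1255 and 300, and 0 and 0 were called here by edgeR. DESeq2 called 1 and 0, and 107 genes had an unadjusted p under 0.05 in edgeR. As 451 are expected by chance, the edgeR test without the replicate number was too strict in these cells. None of the 15 alternatives set before the data were examined came within 1.5 times the paper's numbers. They gave 0 to 58 genes higher and 0 to 7 lower. The number of higher genes was above 0 with DESeq2 (1), the replicate block (5), no filter on low counts (6), and with pooled cells by mean CPM (10) or summed CPM (58). The summed ratio is raised for every gene by the larger number of injury cells.

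Fold changes in SGC are compared with Supplementary Data 3, whose values are fold changes and are given here on the log2 scale. *Gja1* is 2.50 in the paper's table and -0.070 here, *Ppargc1a* 2.04 in the paper's table and -0.062 here, and *Fads2* 4.04 in the paper's table and 0.62 here. *Pex11a* is 3.09 in the paper's table and 0.055 here, *Apoe* 2.89 in the paper's table and 0.28 here, *Fabp7* 3.20 in the paper's table and 0.30 here, and *Hmgcs1* 2.01 in the paper's table and 0.025 here. For each of these 7 genes, none of the 14 alternatives set before the data were examined brought the value within the replicate spread of the paper's. They ranged over -0.52 to 0.48 for *Gja1*, -0.40 to 0.59 for *Ppargc1a*, 0.21 to 2.48 for *Fads2*, -0.40 to 1.20 for *Pex11a*, -0.15 to 0.90 for *Apoe*, -0.28 to 1.21 for *Fabp7* and -0.59 to 0.64 for *Hmgcs1*. *Acaca* is 2.29 in the paper's table and -0.32 here, and no alternative was computed for it.

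In the paper's supplement *Ntrk2* was the highest Trk gene in 25% of the injury neurons, against 6.67% (1 of 15) here. No alternative was computed for it, and the cells here are rebuilt neuron-like cells.

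The paper's cell numbers did not differ by more than 1.5 times from those found with the stated limits. A mitochondrial limit of 15%, chosen after seeing the values, left 6531 cells, 2912 in control and 3619 after injury, beside the paper's 6541, 2915 and 3626.

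Some statements of direction or rank also differ. The paper states that *Gja1* and the PPARα target genes *Ppargc1a*, *Fads2* and *Pex11a* rise in SGC after injury, and none of them was called here under edgeR or DESeq2. It states the same for *Gfap*, which edgeR did not call over all genes (adjusted p = 1.00), but which was called with the replicate block (adjusted p = 0.0283), without the filter on low counts (adjusted p = 1.85e-05) and without injury replicate 2 (adjusted p = 0.000265), and which passed the fold threshold with pooled cells, where there is no test. It places *Fabp7* as the most highly expressed gene in SGC, and it ranked 6 here. It states that *ApoE* mRNA rises in SGC after injury, and here *Apoe* rose between the libraries numbered 1 alone. It gives *Cd34* as a mesenchymal marker, and here *Cd34* was highest in endothelial-like cells, at 922 CPM. It states that *Gfap* and *Ppara* are among the genes shared by SGC and astrocytes, and neither passed the filter of the enrichment test. It states that the cell cycle term falls in SGC after injury, and here the cell cycle lists did not pass 0.05 in fry in either direction. It states that *SK3* was not detected in any cell, and 2 *Kcnn3* UMIs were found in the filtered cells and none in SGC-like cells.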

Other observations

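The tests chosen only after the results were seen were that of the control column of Supplementary Data 3 and that of macrophage RNA in SGC-like cells. The other tests in this part were written before the results they measure were seen.

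The fold changes in Supplementary Data 3 are larger than those derived from both replicates. The copy used here holds 1254 of the 1255 genes, so the table was compared gene by gene and no set test was run on it. Each fold in the table lies within 1% of the ratio of its injury and control columns. Over 1249 genes the median fold is 5.57, against 1.01 for the ratio of mean CPM and 1.82 for the ratio of CPM summed over the SGC-like cells of both replicates. Only 0.881% of the folds lie within 10% of that summed ratio, so this alone leaves open whether unequal numbers of cells were summed. The control column lies within 10% of CPM summed over the SGC-like cells of control replicate 1 for 93.6% of 1252 genes, and within 1% for 89.7%, at a Leiden resolution of 0.5 (174 cells). Summed over both control libraries, the values are a median of 7.39 times the column. At resolution 1, the SGC-like cells of control replicate 1 (106 cells) match 46.6% of genes within 1%. A candidate explanation is that the control column was summed over cells of control replicate 1 alone. The injury column matched no set of cells tried: SGC-like cells of injury replicate 1 at resolution 0.5 (933 cells) give a median of 1.85 times the column. Over 1249 genes of the table, its log2 folds had a correlation of 0.741 with the log2 ratio of CPM summed over the libraries numbered 1 alone (resolution 0.5), against -0.035 for both replicates (resolution 1). As the control column matches control replicate 1 for most genes, the folds and the first ratio share a denominator. The correlation is therefore no separate evidence, and the compared values also differ in resolution. The median ratio between the libraries numbered 1 was 10.8 for summed and 2.02 for mean CPM, and 4.88% of the folds lay within 10% of the summed one. How the table was made was not resolved, and no biological explanation was tested.

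Control replicate 1 also stood apart in cell numbers, with the lowest SGC-like share. Its T cell-like cells numbered 69, against 5, 10 and 2 in control replicate 2 and injury replicates 1 and 2. On the numbers of cells, edgeR gave a log2 ratio of -3.15 for T cell-like cells after injury (adjusted p = 0.757), and the other 3 libraries were not separated by condition. No explanation was tested.

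*Srgn*, a gene abundant in macrophages, rose in SGC-like cells from a mean of 6.31 to 44.6 CPM, and was called only in the model with the replicate block. Its rise needs 5.37% of the level in macrophage-like cells. Of the other 11 abundant macrophage genes tested, the highest value was 0.223%, for *Tyrobp*, and 6 of all 12 rose, so macrophage RNA in SGC-like barcodes is argued against as the source. A change within SGC after injury remains a hypothesis that rests on this model alone.

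Lists of genes that mark other sources were tested in SGC-like cells with fry, and none passed 0.05. The dissociation response list had a median log2 fold change of -0.32, with 5 of 28 genes higher. Camera called it and fry did not. As no gene was called in these cells by edgeR, the list decides nothing about a dissociation response there. The abundant macrophage genes had a median of 0.08 (6 of 12 higher), the abundant connective tissue genes 0.17 (8 of 9), the abundant neuron genes -0.09 (5 of 13) and the haemoglobin genes 0.88 (3 of 3). In macrophage-like cells 0 of 28 dissociation genes were higher (median -1.01, called by camera and not by fry). In mesenchymal-like cells 11 of 12 abundant macrophage genes were higher (median 1.17), again called by camera and not by fry. Cholesterol synthesis genes in connective tissue-like cells had a median of -0.70 (3 of 17 higher) and PPARα targets in Schwann-like cells one of 0.24 (13 of 22), each under an unadjusted 0.05 in fry among all the lists tested in 6 cell types.

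Libraries numbered 1 and 2 differed in more genes than control and injury did. At an adjusted p under 0.05 in edgeR, 197 genes were higher and 166 lower in replicate 2 in SGC-like cells, 161 and 81 in macrophage-like cells and 90 and 60 in connective tissue-like cells. Schwann-like, endothelial-like and mesenchymal-like cells gave 12 and 13, 18 and 19, and 9 and 13. Of the dissociation response list, 18 of 28 genes (64.3%) passed in SGC-like cells, all lower in replicate 2, against 3.83% of the other genes (Fisher's exact test, two-sided, p = 4.56e-19, genes not being independent). The list's median was negative in 6 of 6 cell types, although fry did not pass 0.05 in SGC-like cells (median -1.19). A different dissociation response between the replicate numbers is a candidate explanation for a part of these genes. The abundant neuron genes were higher in replicate 2, by a median of 1.22 with 12 of 13 higher, but fry did not pass 0.05. In macrophage-like cells 10 of 10 were higher (median 1.54), which passed an unadjusted 0.05 in fry. With 2 libraries of each number and few abundant neuron genes, RNA from neurons stays open as a part of the difference.

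A few genes shifted by 2 or more on the log2 scale between the replicate numbers in every cell type in which they were tested. Among these 12 genes, 5 (41.7%) overlap another gene on the same strand, against 23.5% of 8051 other genes (Fisher's exact test, two-sided, p = 0.169). In SGC-like cells *Atp5l* differed by 5.39 and *Nme2* by 4.17. *Hist2h2aa2* was at 0 CPM in replicate 1 of both conditions, and at 56.8 and 168 CPM in replicate 2 of control and injury. A difference in how reads of overlapping genes were counted could not be told apart from chance, as the genes are few, and *Atp5l* does not overlap. These genes were named after their values were seen, and no biological explanation was tested for the replicate numbers.

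*Xist* gave 3850 and 10836 UMIs in control replicates 1 and 2 and 8518 and 8062 in injury replicates 1 and 2. The genes of the Y chromosome *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* gave 0 or 1 UMI per library. The methods state that the animals for this experiment were female.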
